# Single seeds exhibit transcriptional heterogeneity during secondary dormancy induction

**DOI:** 10.1093/plphys/kiac265

**Published:** 2022-06-07

**Authors:** Michal Krzyszton, Ruslan Yatusevich, Magdalena Wrona, Sebastian P Sacharowski, Dorota Adamska, Szymon Swiezewski

## Abstract

Seeds are highly resilient to the external environment, which allows plants to persist in unpredictable and unfavorable conditions. Some plant species have adopted a bet-hedging strategy to germinate a variable fraction of seeds in any given condition, and this could be explained by population-based threshold models. Here, in the model plant Arabidopsis (*Arabidopsis thaliana*), we induced secondary dormancy (SD) to address the transcriptional heterogeneity among seeds that leads to binary germination/nongermination outcomes. We developed a single-seed RNA-seq strategy that allowed us to observe a reduction in seed transcriptional heterogeneity as seeds enter stress conditions, followed by an increase during recovery. We identified groups of genes whose expression showed a specific pattern through a time course and used these groups to position the individual seeds along the transcriptional gradient of germination competence. In agreement, transcriptomes of dormancy-deficient seeds (mutant of *DELAY OF GERMINATION 1*) showed a shift toward higher values of the germination competence index. Interestingly, a significant fraction of genes with variable expression encoded translation-related factors. In summary, interrogating hundreds of single-seed transcriptomes during SD-inducing treatment revealed variability among the transcriptomes that could result from the distribution of population-based sensitivity thresholds. Our results also showed that single-seed RNA-seq is the method of choice for analyzing seed bet-hedging-related phenomena.

## Introduction

In most plant species, mother plants produce large numbers of seeds that undergo dispersion, allowing colonization of new territories and propagation into further seasons. Seeds can postpone germination even under an ideal combination of environmental conditions in a phenomenon called seed dormancy (Nonogaki, 2014). Seeds of many species acquire primary dormancy upon maturation, which is later released to enable seedling establishment. The delay of germination is crucial for the survival of fragile seedlings in environments with contrasting seasons or highly changeable weather. In addition, sessile seedlings can encounter unpredictable risks such as herbivores and drought, from which they are generally more protected as seeds. That is why choosing the right time to germinate may be a matter of life and death. Multiple studies of that phenomenon, including in the model plant Arabidopsis (*Arabidopsis thaliana*), showed substantial variability of dormancy depth even between genetically identical seeds (Mitchell et al., 2016). Differences between seeds underlay bet-hedging strategy that maximizes the chances of survival of the seed pool in the long term. Variability in seed germination could be explained by population-based threshold (PBT) models. In PBT models, sensitivity for external conditions and hormone levels show the normal distribution in the population, and germination of a seed is only possible if these thresholds are achieved. Moreover, when sensitivity thresholds are surpassed, the speed of germination is proportional to the difference between the detected level of the factor and the threshold (Bradford and Trewavas, 1994; Bradford, 2018). Given the fact that Arabidopsis is a predominantly self-pollinating plant and laboratory plant lines are homozygous, seeds produced by one mother plant are genetically identical (Meyerowitz, 1989). Resulting genetic homogeneity suggests that in some cases, germination time variability described with distributions of PBTs could be mediated by the genes’ expression diversity. On the molecular level single-seed variability was studied in terms of endo-β-mannanase enzymatic activity (Still and Dahal, 1997), oxygen consumption (Bello and Bradford, 2016), hormone levels (Kanno et al., 2010), and sensitivity (Bradford and Trewavas, 1994). However, single-seed variability was never assayed with genome-wide transcriptomic analyses. In *A. thaliana*, transcriptomic studies of seed-related processes are limited to seed pools due to the very small size of a single seed and the high library preparation costs. These experiments revealed a multilayer mechanism of seed dormancy and germination time control, including hormonal regulation by ABA (Abscisic acid)  and gibberellin (Carrera-Castaño et al., 2020) and key regulatory genes like *DELAY OF GERMINATION 1* (*DOG1*; Bentsink et al., 2006). However, because of the technical limitations, these studies are not informative about the seed variability, its extent, sources, and mechanisms.

Secondary dormancy (SD) induction is a natural process in which germination competent seeds that lost primary dormancy enter a reversible dormant state due to environmental stress conditions (Buijs, 2020). In terms of PBT models, SD induction in the seed population can be interpreted as changes in sensitivity thresholds’ distributions (Bradford, 2005, 2018). This could include both increases in the distribution means and an effect on the variance of the sensitivity threshold distribution. As a consequence, SD induction leads to lower and slower germination even in conditions that ensured uniform germination before stress. While less studied, analysis of SD has some technical advantages over assays of primary dormancy (which are much more difficult to control). Moreover, analysis of SD provides the possibility to conduct several physiological and molecular tests on large and uniform seed pools (Ibarra et al., 2016). From the physiological point of view, SD is fundamental for dormancy cycling and functions of the so-called soil seed banks (Footitt et al., 2011).

Here, we developed a protocol for effective and cost-efficient single-seed transcriptomic analysis and showed its potential to reveal differences between genetically identical seeds that follow the same treatment. As a proof of concept, we assayed a few hundred seeds during SD induction and subsequent seed germination in *A. thaliana*. We observed that stress treatment results in a drop in transcriptome variability between seeds that is rapidly restored and enhanced after transfer to permissive conditions. As a consequence, the level of transcriptional commitment to germination or the dormancy state is better visible after and not during stress treatment. Analysis shows that seeds’ heterogeneity can be at least partially explained by a gradient of transcriptional competence to germinate. This observation was supported by *dog1* mutant single-seed analysis that showed a shift toward the higher values of transcriptional competence to germinate.

## Results

### SD induction

Several protocols exist to induce SD in Arabidopsis (Buijs, 2020). Their application usually leads to a dormancy state in a fraction of stress-treated seeds as revealed by their subsequent incubation in permissive conditions. We have implemented an SD induction method on fully matured Arabidopsis seeds that have lost primary dormancy (due to after-ripening) using a dark and high-temperature treatment as described before (Ibarra et al., 2016).

These conditions resulted in a stable pause in germination despite favorable conditions (constant light, 22°C) that was first detected in Col-0 seeds treated for 1 day (4%–20% seeds dormant) and reached 51%–78% of seeds after 7 days of treatment (Figure 1A; and Supplemental Figure S1). The seed germination was entirely restored after standard dormancy release treatment (i.e. stratification—cold treatment), which showed that nongerminating seeds are viable (Figure 1A). Importantly, our protocol results in a stress-induced inhibition of germination that is dependent both on ABA hormone and DOG1 protein, as shown by assaying SD induction in ABA biosynthesis-deficient quadruple *nine-cis-epoxycarotenoid dioxygenase 2/5/6/9* mutant (*nced2/5/6/9*; Chauffour et al., 2019) and *dog1-4* (primary dormancy defective; Bentsink et al., 2006) mutant seed pools (Figure 1B). The lack of SD induction in these mutants confirmed that our treatment results in a genuine dormancy phenotype and supports the previously described role of DOG1 in that process (Footitt et al., 2011, 2020; Buijs et al., 2020). To better understand dormancy state induction by our protocol, we assayed the germination potential at varying temperatures during recovery after different times of SD induction (0, 1, 3, and 7 days; Supplemental Figure S1). The most obvious observation is an increase of nongerminated seeds fraction at 22°C and 27°C along with longer times of stress treatment. While 32°C is too high for germination for most of the seeds even in control conditions, almost 100% germination at 12°C and 17°C for all tested time points again confirm that seeds are viable after treatment. We also observed a delay in seed germination at 22°C along with the increased time of stress treatment. These results could be described in terms of PBT models as a change in the distribution mean and/or variance of temperature sensitivity thresholds in tested seed pools caused by incubation under stress conditions. However, how these changes are reflected on the transcriptomic level is not clear.

**Figure 1:**
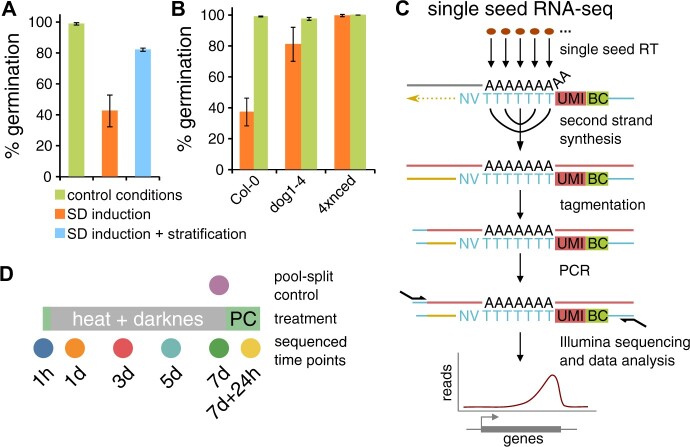
SD induction and single-seed RNA-seq method. A, Comparison of Col-0 seed germination in permissive conditions without pretreatment, after 7 days of SD induction, and after 7 days of SD followed by stratification. B, Seed germination of Col-0, *dog1-4*, and *nced/2/5/6/9* (labeled 4xnced on the plot) after 7 days of SD induction. A and B, Germination of at least 150 seeds was scored after 7 days of incubation. Error bars show standard deviation of three biological replicas. C, Schematic of single-seed RNA-seq protocol. Multiple seeds (brown ovals) are crushed, and polyadenylated mRNA (gray line) is reverse transcribed (RT; yellow arrow line) using oligo(dT) with UMI, BC, and Illumina primer binding site (blue line). After this step, RT reactions are pooled (single arrows from this point). During second-strand synthesis RNA is replaced with DNA strand (red line) and then tagmentation is performed introducing Illumina primer binding sites (blue lines). Final PCR (primers showed as semi-arrows) leads to library amplification enriched at 3′-ends of the genes as shown at the bottom. D, Single-seed RNA-seq SD induction experiment layout. PC and green color rectangles denote permissive conditions. Pool-split control (purple dot) was performed for 7-days time point.

The relationship between seeds’ transcriptomes and PBT models-based control of germination may be complex because of possible reciprocal influence on each other. While we hypothesized that gene expression patterns among single seeds are underlying the distribution of sensitivity thresholds, they may be also intertwined with gene expression changes caused by the response to the environment. This could be even more complicated if some additional external factors like persisting stress are involved.

Apart from the causal link, we expected that seeds transcriptome changes upon SD-inducing stress treatment will reflect a shift of sensitivity thresholds and resulting germination competence. This would be observed as an effect on the expression of genes involved in the positive and/or negative regulation of seed germination.

As only a fraction of seeds abstains from germination in a specific temperature range, we also expected that extent of transcriptomic variability between seeds may change upon treatment. Gene expression diversity may be influenced by multiple external and internal factors. On the one hand, we observe the appearance of two phenotypically different seed types (germinating and dormant) so the increase in seed transcriptomic variability is the most probable outcome. This could reflect changes in the variance of sensitivity thresholds and/or resulting germination competence distributions. However, prolonged stress was reported to cause a very strong transcriptomic response (Rasmussen et al., 2013), which possibly could make seeds’ mRNA pool more uniform when compared to initial conditions.

### Single-seed RNA-seq

To study transcriptional heterogeneity changes in a pool of genetically identical seeds, we created a single-seed RNA-seq protocol for Illumina sequencing of mRNA 3′-end fragments from single seeds. Briefly, this approach skips the RNA isolation step and uses barcoded oligo(dT) primers with unique molecular identifiers UMIs to prime cDNA synthesis from raw seed extracts. Overhang present on the reverse transcription primer is used for final amplification which specifies library production to 3′-ends of poly(A)+ RNA species, allowing us to avoid DNA and rRNA depletion steps. As a consequence, analysis is more quantitative than qualitative with one read detected per mRNA molecule after the PCR deduplication step was performed, thanks to UMI sequences. Although crucial for parallel processing of dozens of seeds, reverse transcription performed directly on seed extracts excludes from detection mRNAs expressed at low levels due to suboptimal reaction conditions. Dozens of reverse transcription reactions may be pooled due to the presence of unique barcodes which substantially reduces reagent consumption and work time. Further steps consist of cDNA second strand synthesis by nick translation, tagmentation with homemade Tn5 enzyme, and finally PCR amplification of libraries with standard Illumina primers (Figure 1C). Our protocol enables fast and cost-effective transcriptome assaying for hundreds of Arabidopsis seeds in a single experiment.

We performed single-seed RNA-seq on Col-0 seeds during SD induction at six time points (Figure 1D) on one of the seed pools tested for dormancy states (marked on Supplemental Figure S1). 

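The 3′ ends of polyadenylated transcripts were sequenced from single Col-0 seeds, with a barcode for each seed and a unique molecular identifier (UMI) for each transcript. Each of the 6 time points was covered by 3 libraries of 32 seeds, and 3 further libraries held the pool-split control, in which extracts of seeds treated for 7 days were mixed and divided again. The libraries were batches of seeds taken from a single seed pool, so differences between them describe batches of seeds and not separately grown plants. The authors trimmed poly(A) tails, mapped the reads to TAIR10 with the Araport11 annotation, kept unique mappings and counted UMIs on the sense strand of each gene. The deposited values are UMI counts per gene and seed without normalization and without a filter on seeds or genes. Changes between time points were tested on counts summed over the kept seeds of each library, so that the library (n = 3 per time point) was the replicate. These sums lay between 731262 and 3131285 UMIs per library over all nuclear protein-coding genes, normalized by the TMM method, and were tested with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. Standard errors of log2 fold changes were taken as the size of the change divided by the square root of the F statistic. Gene coordinates are those of the TAIR10.1 annotation. Variation among the seeds of a time point was measured on residuals of sctransform with the library and the log10 number of unspecific UMIs as covariates. Scores of gene lists were computed on the log values of sctransform's corrected counts.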

Seeds imbibed for 1 h were used as a proxy for untreated seeds, followed by 1, 3, 5, and 7 days of treatment. Finally, 7-day incubated seeds followed by 24 h in permissive conditions were used to assess the early steps of seed recovery and germination. Importantly, no seeds at this time point of recovery show visible signs of germination (Supplemental Figure S1D). To estimate technical variability, we used 7-day-treated seeds and performed a pool-split experiment in which single-seed extracts were mixed, split into separate reactions, and processed as all other samples. Each time point consisted of 96 seeds and was divided into three technical replicate seed batches. 

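Of the 672 seeds in the time course and the pool-split control, 665 had at least 5000 UMIs on nuclear protein-coding genes. Among these genes, 8759 had at least 1 UMI per kept seed on average. The seeds left out were 3 seeds of 1 h, 3 of 7 days and 1 of 7 days + 24 h. A minimum of 10000 UMIs, which moved the number of seeds most, kept 652 seeds and 8857 genes.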

We excluded low-quality seeds (<5,000 UMIs) and lowly expressed genes (<1 read per seed on average), which resulted in 659 seeds and 8,687 genes after initial filtering. We observed substantial differences between libraries from different time points regarding the numbers of sequenced reads and identified genes (Supplemental Figure S2A). 

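The median number of UMIs on nuclear protein-coding genes was 31205 per seed at 1 h, 76314 at 1 day, 27514 at 3 days, 30187 at 5 days, 47312 at 7 days and 81299.5 at 7 days + 24 h (96 seeds each, before any filter). Single seeds ranged from 935 UMIs in a seed of 7 days to 292072 in a seed of 7 days + 24 h. In the pool-split control the median was 47969.5, with a range from 12555 to 108479. Unspecific UMIs, counted outside nuclear protein-coding genes, made up a median of 72.7% of the UMIs of a seed at 5 days and 69.1% at 3 days. It was 54.2% at 1 h and 53.6% in the pool-split control. At 1 day this share was 20.8%, and at 7 days and 7 days + 24 h it was 28.1% and 22.4%.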

One source of these differences may be the lower quality of some libraries, which we quantified by counting reads mapped outside nuclear protein-coding genes. Our single-seed RNA-seq method is designed to detect only poly(A)+ RNA species. That is why we expect that only reads mapping to genes producing such RNA molecules (almost exclusively nuclear-encoded mRNAs) are specific. In such a scenario, reads mapping to intergenic nuclear regions, nonprotein-coding genes, as well as organellar genomes, should be considered unspecific and their accumulation may reflect inefficient reverse transcription. These unspecific reads are mostly primed by oligo(dT) primers as they preserve the expected structure of the R1 read (Supplemental Figure S2B). Importantly, we observed that the number of genic and unspecific reads are negatively related (Supplemental Figure S2C), and unspecific reads accumulate in defined positions (Supplemental Figure S2, D and E). 

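Within each time point, seeds with more genic UMIs also had more unspecific UMIs. Pearson's r over the 96 seeds of a time point was 0.341 at 1 h, 0.598 at 1 day, 0.460 at 3 days, 0.378 at 5 days, 0.752 at 7 days, 0.758 at 7 days + 24 h and 0.322 in the pool-split control. The largest p among these 7 relations was 0.0011 in the pool-split control (two-sided permutation test, 0.0011 after Benjamini-Hochberg adjustment), and Spearman's rho ran from 0.328 at 1 h to 0.750 at 7 days (p = 0.0012 and 1e-05, 0.0012 and 1.75e-05 after adjustment). Without the 2 seeds farthest from the median number of unspecific UMIs, r lay between 0.311 and 0.765. Within single libraries r was positive in all 21 libraries, from 0.133 in the first pool-split library to 0.910 in the third library of 7 days + 24 h. Across the medians of the 21 libraries, in contrast, the relation was negative (r = -0.453, rho = -0.406), and those medians fall into groups by time point. With all seeds pooled it was only weakly negative (r = -0.0978, rho = -0.0641). On log10 UMIs r within time points lay between 0.393 and 0.678.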

We believe that inefficient reverse transcription leads to the production of DNA templated products from regions of higher DNA accessibility present in crude seed extracts. Localized accumulation of unspecific reads allowed us to filter out genes whose read count may be affected by this unspecific background. 

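Of the genes with sufficient expression, 8075 had a Pearson correlation of at most 0.3 between their counts and the unspecific UMIs across all kept seeds, and these were analysed. With the limit at 0.2 the number was 7859, and with the limit at 0.4 it was 8234.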

We removed genes with the read number correlated (Pearson correlation >0.3) with the amount of intergenic signal (Supplemental Figure S2, F and G). As expected, the distribution of the reads of 6,430 remaining genes showed a clear bias toward the 3′-end of genes in all time points (Supplemental Figure S2H). In summary, this showed that our method can interrogate hundreds of single-seed transcriptomes in 2–3 days of work required for library preparation.

**Figure 2:**
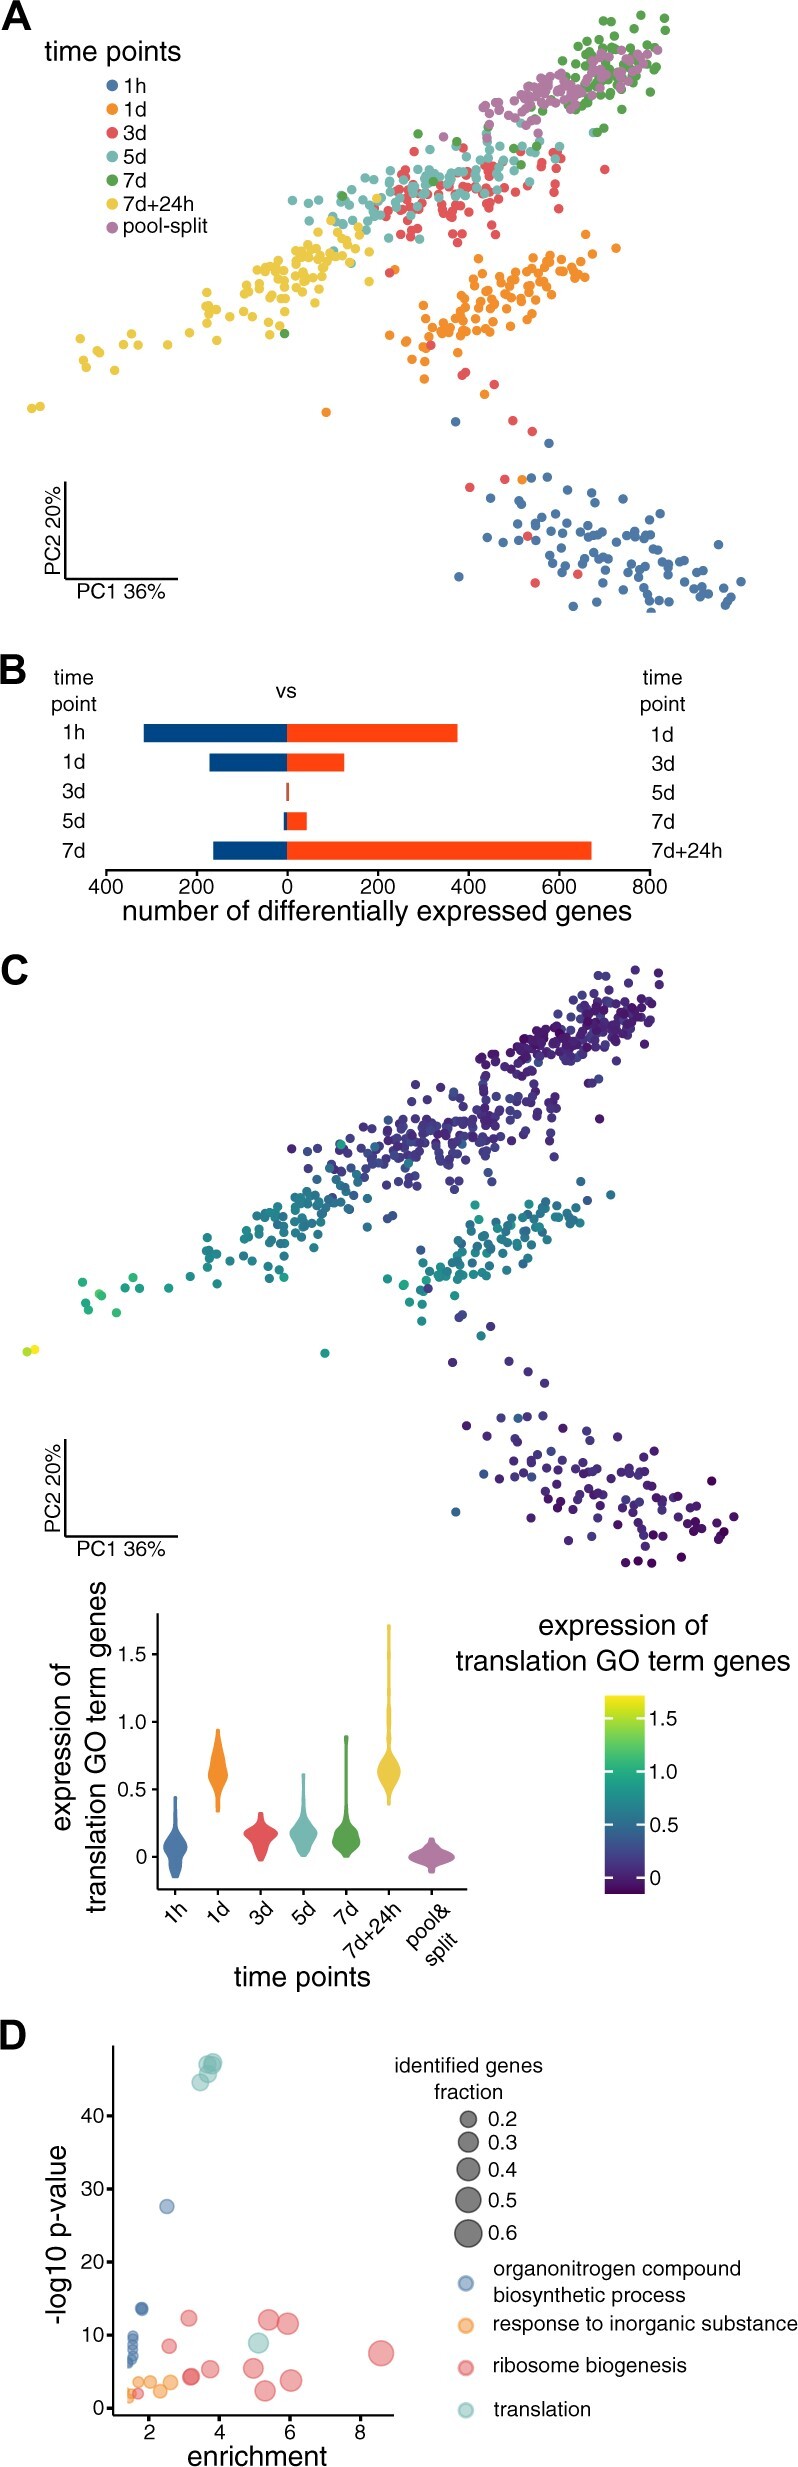
Single-seed RNA-seq separates seeds according to SD induction time. A, PCA map of single seeds (*n* = 659) created using Seurat package with sctransform normalization. B, Number of DEGs between sequential time points (Seurat FindMarkers Wilcoxon Rank Sum test; adjusted *P*-value < 0.05; |log2FC| > 1). Blue and red colors denote the decrease and increase of gene expression, respectively. C, PCA map with Expression signature (mean normalized expression) of genes belonging to GO term “translation” (GO:0006412) created using Seurat AddModuleScore. The spread of values is shown as a violin plot (data were sctransform normalized). D, GO terms enrichment analysis results for the 500 genes most affected in the time course (gprofiler2 R package, background limited to 6,430 genes analyzed in the experiment—Supplemental Data Set 1, reduction of GO terms using rrvgo R package). Colors of the bubbles show parent GO terms (biological process) and their size reflects the fraction of genes for a given term among the 500 genes most affected in the time course.

### Gene expression changes during SD induction

The obtained read count matrix was used to perform a detailed analysis of seed transcriptomes with the Seurat library and sctransform normalization (Hafemeister and Satija, 2019; Hao et al., 2021). We selected this method as it not only allows for normalization and variance stabilization of sparse molecular count data but also enables adding additional covariates to the model, which in our case includes the number of unspecific reads per seed and the presence of technical replicate seed batches. In this way, we are able to normalize our data along with the removal of confounding technical variability while preserving true biological variation. A principal component analysis (PCA) map showed seeds grouped according to experimental time points (except 3 and 5 days, which group together; Figure 2A), suggesting that biological treatment was the primary driving force behind the observed differences among seed transcriptomes. 

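On the residuals of all kept seeds, the first principal component held 11.8% of the variance and the next held 6.71%. For each seed, the nearest seed from any other library was sought on the first 10 components, with the pool-split seeds left out. The nearest seed came from the same time point for 90 of 93 seeds of 1 h, 93 of 96 of 1 day, 84 of 93 of 7 days and 93 of 95 of 7 days + 24 h. Among seeds of 3 days, 37 had a nearest seed of 3 days and 50 had one of 5 days. Among seeds of 5 days, 36 had a nearest seed of 5 days and 60 had one of 3 days. Without the unspecific UMIs as a covariate, 34 seeds of 3 days and 33 of 5 days had a nearest seed of their own time point. This measure was chosen after the values had been seen.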

We confirmed that technical parameters like total read count, intergenic reads, detected genes number, and seed batches did not contribute to the relative position between groups of seeds. Nevertheless, seed batches and the number of intergenic reads did, to some extent, confound seed position inside groups (Supplemental Figure S3, A–D). Differential gene expression analysis identified a few to several hundred genes that changed their expression between sequential SD induction time points (Figure 2B). 

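The test covered 8075 genes, and a gene was called differentially expressed at an adjusted p under 0.05 with a log2 fold change beyond 1 in either direction. From 1 h to 1 day, 2153 genes were called, 1144 higher and 1009 lower. The number was 1352 from 1 to 3 days (784 higher, 568 lower), 5 from 3 to 5 days (2 higher, 3 lower), 926 from 5 to 7 days (96 higher, 830 lower) and 1467 from 7 days to 7 days + 24 h (827 higher, 640 lower). With the replicate number as a block the numbers were 2163, 1356, 17, 928 and 1484. Libraries with the same number deviated from the means of their time points with a mean correlation of 0.114, and libraries with different numbers with -0.0569. Deviations from a mean cancel within a time point, so the second value follows largely from the first and is no separate baseline. A Wilcoxon rank sum test that treated seeds as replicates, with a Bonferroni adjustment, called 652, 88, 4, 101 and 993 genes, and edgeR's own low-count filter raised the number from 5 to 7 days to 4867. The genes called lower between 5 and 7 days rose with the unspecific fraction among 5-day seeds: the median rho was 0.309 for these genes and 0.00336 for genes called neither way. The median unspecific share also fell from 54.2% at 1 h to 20.8% at 1 day and rose to 69.1% at 3 days. That relation was not measured at these steps, so unspecific signal may enter their calls too. Under another form of the gene filter, chosen after seeing the values, 329 genes were called higher from 1 to 3 days. Among the 5 genes called from 3 to 5 days, SEED STORAGE ALBUMIN 1 (SESA1, AT4G27140, chromosome 4, 13607329 to 13608031) changed from 159 ± 114 to 29.3 ± 12.7 normalized counts (CPM; SD, n = 3), a log2 fold change of -2.46 (standard error 0.37, adjusted p = 0.00452). The 1-aminocyclopropane-1-carboxylate synthase gene ACS4 (AT2G22810, chromosome 2, 9717602 to 9719594) rose from 1.47 ± 0.668 CPM at 1 day to 69.2 ± 18.4 at 3 days (SD, n = 3) with a log2 fold change of 5.43 (standard error 0.39, adjusted p = 7.5e-10). At 7 days + 24 h it was at 3.61 ± 0.473 CPM, a log2 fold change of -4.07 (standard error 0.29, adjusted p = 6.49e-10) from 7 days. The flavanone 3-hydroxylase gene F3H (AT3G51240, chromosome 3, 19025192 to 19026872) rose from 3.82 ± 1.78 CPM at 7 days to 168 ± 22.7 at 7 days + 24 h, a log2 fold change of 5.61 (standard error 0.31, adjusted p = 2.82e-11). From 5 to 7 days AT3G14880 (chromosome 3, 5006526 to 5008037) rose from 132 ± 10.3 to 512 ± 50.9 CPM, a log2 fold change of 1.95 (standard error 0.18, adjusted p = 1.21e-07). AT5G52390 (chromosome 5, 21263897 to 21265460) was at most at 3 counts in every library of 7 days and was at least 15.0-fold lower there than at 5 days.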

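The largest fall among genes whose libraries of 1 h and 1 day did not overlap was that of HSP17.6A (AT5G12030, chromosome 5, 3883957 to 3884838), a gene for a heat shock protein, from 11423 ± 1842 to 121 ± 39.2 CPM (SD, n = 3), with a log2 fold change of -6.56 (standard error 0.26, adjusted p = 5.34e-15). It was followed by AT2G25625 (chromosome 2, 10906215 to 10907350), which fell from 311 ± 46.5 to 4.71 ± 1.066 CPM with a log2 fold change of -6.02 (standard error 0.33, adjusted p = 1.47e-12). The largest rises were those of GA20OX3, with a log2 fold change of 6.25 (standard error 0.43, adjusted p = 3.86e-11), and of PHYTOCYSTATIN 2 (CYS2, AT2G31980, chromosome 2, 13609093 to 13609955), from 14.6 ± 2.52 to 1078 ± 241 CPM with a log2 fold change of 6.20 (standard error 0.30, adjusted p = 2.41e-13).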

Short 1-day SD induction decreased the expression of 316 mRNAs, including abiotic stimulus response-related genes (hypoxia, water, osmotic, and temperature) as revealed by GO-term (gene ontology) analysis (Supplemental Figure S3E). Notably, many genes with expression upregulated by 1-day treatment are mainly involved in translation and ribosome biogenesis (Supplemental Figure S3F). 

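Translation genes were taken here as the 434 nuclear genes whose product names a ribosomal protein or a translation initiation or elongation factor, 334 of which were tested. Among genes called higher at 1 day than at 1 h, 200 were translation genes (17.5%; Fisher's exact test, odds ratio 10.7, p = 1.53e-88), whereas 7 were among those called lower. Genes are not independent replicates, so this p describes the list and not the seeds. The median log2 fold change of the translation genes was 1.241, against 0.01 over all tested genes.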

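From 1 to 3 days, 183 of the genes called lower were translation genes (32.2%; Fisher's exact test, p = 6.27e-130), and 10 of the genes called higher. Their median log2 fold change was -1.12, against 0.05 over all tested genes. From 7 days to 7 days + 24 h, 149 of the genes called higher were translation genes (18.02%; Fisher's exact test, p = 1.24e-62) and 2 of those called lower, with a median log2 fold change of 0.91. From 3 to 5 days the median was 0.03, and from 5 to 7 days, the step at which genes called lower tracked the unspecific fraction, it was 0.18.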

The same group of genes was downregulated during the transition from 1 to 3 days and finally upregulated upon seeds recovery in 7 days + 24-h time point (Supplemental Figure S3F). This observation agrees with recent work showing that the expression of translation and ribosome-related genes can serve as a marker for germination competence (Buijs et al., 2020). In our experiment, a 1 day SD induction led to activation of these genes, presumably because it involved the imbibition of nondormant seeds. However, prolonged stress conditions turned off their expression, which was finally re-established during seed recovery (Figure 2C). 

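The module score of the translation genes, the mean log expression of the list less that of control genes of similar expression, was 0.04 ± 0.10 at 1 h, 0.53 ± 0.06 at 1 day, 0.24 ± 0.06 at 3 days, 0.28 ± 0.06 at 5 days, 0.04 ± 0.16 at 7 days and 0.60 ± 0.10 at 7 days + 24 h (mean over libraries ± SD, n = 3). It rose by 0.48 from 1 h to 1 day and by 0.56 from 7 days to 7 days + 24 h, and fell by 0.29 from 1 to 3 days. For each of these steps every library of one time point lay above every library of the other (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Same-numbered libraries compared as pairs, as with the replicate number as a block, gave the smallest p that 3 pairs allow for these steps (exact permutation test, p = 0.25). The score differed by 0.04 between 3 and 5 days (exact permutation test, p = 0.5), and by -0.25 between 5 and 7 days (exact permutation test, p = 0.2). Without the unspecific UMIs as a covariate the latter difference was 0.04, and as the log2 ratio of the percent of UMIs on these genes it was 0.25, so that its direction depends on how unspecific signal is treated.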

In accordance with the role of translation-related genes in seed biology during SD induction, these genes are enriched among the top 500 most time course affected genes (Figure 2D). 

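A quasi-likelihood F-test over the 6 time points in edgeR gave 6879 of the tested genes an adjusted p under 0.05. Among the 500 genes with the smallest p, 113 were translation genes (22.6%), against 4.14% of all tested genes (Fisher's exact test, odds ratio 9.71, p = 3.45e-56). With the replicate number as a block the number was 100, the pairing of libraries being as weak as for the steps between time points. Among the 250 genes with the smallest p, 58 were translation genes.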

In line with the published work (Wilhelmsson et al., 2019; Buijs et al., 2020), our data show that translation is an important player in germination regulation in seeds.

**Figure 3:**
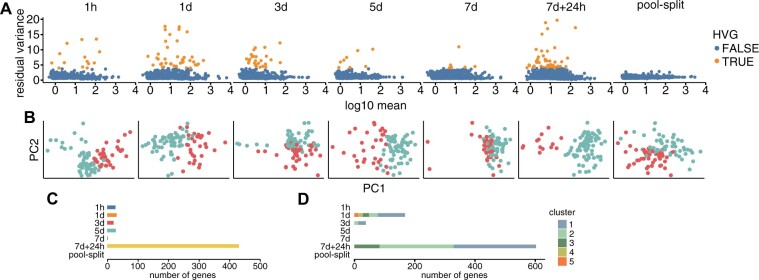
Seeds show the highest transcriptome variability at the recovery time point and lowest at the final time point of stress treatment. A, Plots of gene residual variances and gene expression levels after the sctransform normalization with HVGs highlighted. HVGs are defined as those with residual variance >4 (one unit above the maximum residual variance of any gene from pool-split control). B, PCA maps of seeds sub-pools identified using Seurat FindClusters with resolution set to obtain two groups (red versus teal color). C, Number of DEGs between seed sub-pools (Seurat FindMarkers Wilcoxon Rank Sum test; adjusted *P* < 0.05; |log2FC| > log2(1.5)). D, Number of genes in co-expressed genes groups at each time point. Gene expression correlation among seeds was calculated (scran R package), and gene pairs with correlation >0.5 were used for clustering (RBGL R package). Shown are gene clusters with at least 10 genes.

Our analysis of SD induction (Supplemental Figure S1) suggested a gradual increase in dormancy levels during treatment. Such an effect will likely be linked with a specific group of genes whose expression would be correlated (negative regulators of seed germination) or anticorrelated (positive regulators of seed germination) with observed seed dormancy levels. To identify such genes we first performed differential gene expression analysis between 1, 3, 5, and 7-day-treated seeds. Scaled expression of a subset of affected genes was clustered to identify groups of genes behaving in a concordant manner (Supplemental Figure S3G). We were interested in genes showing gradual upregulation (Group 1) or gradual downregulation of expression (Group 9). As seeds in the 1-day time point still show imbibition-related activation of some genes (Supplemental Figure S3F) those showing a concordant change in expression with exception of this time point may also directly mirror dormancy levels (Groups 7, 8, and 10). 

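SOM (AT1G03790, chromosome 1, 954290 to 956144) was at 1021 ± 34.2 CPM at 1 h (SD, n = 3), 740.4 ± 125 at 1 day, 769.7 ± 119.8 at 3 days, 531 ± 73.6 at 5 days and 358 ± 39.7 at 7 days, and no step between sequential time points was called. ABF1 (AT1G49720, chromosome 1, 18400003 to 18402628) was at 8.48 ± 1.84 CPM at 1 h, 18.2 ± 1.268 at 1 day, 32.7 ± 8.88 at 3 days, 52.1 ± 13.2 at 5 days and 55.3 ± 10.0 at 7 days, and no step between these was called in the main fit. The step from 1 h to 1 day was called with the replicate number as a block (log2 fold change of 1.121, adjusted p = 0.0353), with only the 2 groups compared (1.113, adjusted p = 0.0204) and with filterByExpr (1.38, adjusted p = 0.0244), and that from 1 to 3 days without replicate 1 (1.10, adjusted p = 0.00876) and under another form of the gene filter, chosen after seeing the values (1.0497, adjusted p = 0.0337). GA20OX3 (AT5G07200, chromosome 5, 2243553 to 2245339) was at 14.3 ± 9.87 CPM at 1 h, 1109.6 ± 179 at 1 day, 687 ± 211 at 3 days, 420.1 ± 134 at 5 days and 126 ± 11.4 at 7 days.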

Among identified genes (Supplemental Data Set 1) we noticed the presence of several well-known seed germination regulators including *INCREASE IN BONSAI METHYLATION 1* and *ABSCISIC ACID RESPONSIVE ELEMENT-BINDING FACTOR 1* (*ABF1;* Group 1), *GIBBERELLIN 20-OXIDASE 3* (*GA20OX3;* Group 9) and *SOMNUS* (*SOM*) (Group 7; Kim et al., 2008; Nonogaki, 2014).

### Prolonged stress conditions result in reduced seed transcriptome variability

To identify potential variability between seeds inside the time points, we analyzed our data for each treatment separately with reselection of expressed genes (at least 1 UMI on average per seed) and removal of batch effects. Plots of residual variance show that the sctransform procedure successfully removed dependency between variance and gene expression and demonstrate a minimum for pool-split control (Figure 3A). 

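The highest residual variance of any gene was 9.30 in the pool-split control, 9.03 at 7 days and between 10.9 and 13.2 at the other time points. In the pool-split control, 6 of 6743 genes had a residual variance over 4 and 17 had one over 2. When only genes with at least 5 UMIs per seed were kept, 1 gene of the control remained over 4.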

We defined highly variable genes (HVGs) as those with residual variance >4 (1 unit above the maximum residual variance of any gene from pool-split control). 

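The number of highly variable genes was 15 at 1 h among 3699 genes, 30 at 1 day among 7852, 23 at 3 days among 4710, 14 at 5 days among 4663, 6 at 7 days among 7454 and 40 at 7 days + 24 h among 8034. With every seed thinned to 5000 UMIs, 316 to 698 genes remained per time point, with 5, 1, 3, 2, 0 and 1 highly variable genes in the same order.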

Interestingly, the number and residual variance of such defined HVGs was lowest for both 5 and 7 days among all time points (Supplemental Figure S4A). From the total of 99 HVGs identified in all time points, 26 genes are shared between at least two conditions (Supplemental Figure S4B). 

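Over the 6 time points, 78 distinct genes were highly variable, and 24 of them at more than 1 time point. Of the 99 genes in the paper's list, 48 were among them. The 78 genes include all 6 that were also highly variable in the pool-split control, so the variation of these 6 need not lie between seeds.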

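Of the highly variable genes of 7 days + 24 h, 1 was a translation gene by its product name, and at the other time points there were 0.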

Among HVGs there is a substantial number of genes encoding seed storage materials or late embryogenesis abundant proteins, in addition, the 7 days + 24-h time point is also characterized by expression variability of genes involved in translation (Supplemental Data Set 1).

**Figure 4:**
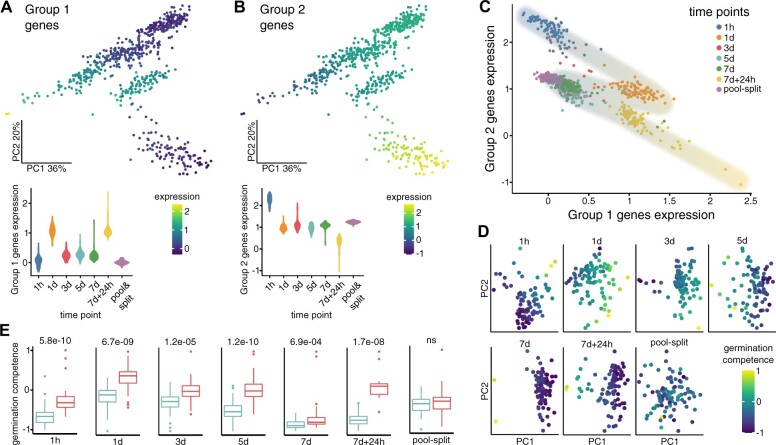
Co-expressed gene groups align seeds on the path toward germination. A and B, Gene expression signature values (mean normalized expression) of two main globally co-expressed gene groups overlaid on the PCA map of the time-course experiment. Globally co-expressed gene groups were identified as described in Figure 3D, except that all seeds (without pool-split control) were used. Identified groups were used to calculate signatures (Seurat AddModuleScore). Signature values spread shown as a violin plot (data were sctransform normalized). C, Plot of Groups 1 (germination-associated) and 2 (dry seed-associated) gene expression signatures values for each seed. The proposed transcriptomic germination competence path is illustrated as shading from blue (more dormant seeds) to yellow color (germination competent seeds). D, Germination competence signature overlaid on PCA maps for each time point. Composite signature values were calculated using Vision R package based on the expression of Groups 1 and 2 genes and scaled to the −1 to 1 range. E, Boxplots for each time point showing values of composite signature for seeds sub-pools (red and teal color match two clusters from Figure 3B). *P*-values of Wilcoxon rank sum test for comparison of sub-pools are shown above plots. Boxplots center lines show the position of the median, box limits show upper and lower quartiles, whiskers show a 1.5 interquartile range, and outliers are marked with dots. The color code for each treatment is provided in the figure.

We expect that meaningful expression variability could lead to the formation of seed sub-clusters with coherent gene expression patterns. Therefore, we performed seed clustering into sub-pools for each time point, followed by differential gene expression analysis between them (Figure 3B). The division into two sub-pools was chosen to keep seed groups numerous enough to perform robust differential gene expression analysis. As the number of germinating seeds is affected by both the time of SD induction and recovery temperature (Supplemental Figure S1), we cannot expect that number of seeds in sub-pools identified during the treatment will correspond directly to the final fraction of germinating seeds. The highest number of differentially expressed genes (DEGs) was identified for two clearly separated seed groups in the 7 days + 24-h time point, and those genes are again mostly related to translation (Figure 3C; Supplemental Data Set 1). 

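Seeds were not divided into sub-pools here. The UMIs of each seed were split at random into 2 parts, and the expression of a gene in one part was correlated with the composite score of Groups 1 and 2 from the other, with the gene itself left out and values centred within libraries. At 7 days + 24 h, 236 of the 8034 genes had a Spearman rho beyond 0.5 in size, 164 rising with the score and 72 falling, over 95 seeds. At equal depth the number was 9, with 1 rising and 8 falling, so the balance of rising and falling genes was then reversed.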

Other sub-pools of seeds can be distinguished by far fewer genes, with zero genes for pool-split control. 

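By the same measure, 76 genes followed the score at 1 day, 28 at 5 days, 20 at 3 days, 4 at 1 h and 4 at 7 days, and 0 in the pool-split control. With the limit on rho at 0.4 the numbers were 206, 54, 53, 27, 26 and 2.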

Importantly, levels of variance explained by two main principal components also show specific patterns among analyzed time points, suggesting a higher uniformity of gene expression in 5- and 7-day time points where variance is more evenly distributed among PCs (Supplemental Figure S4C).

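The first component held 5.35% of the variance at 1 h, 5.20% at 1 day, 6.21% at 3 days, 4.31% at 5 days, 7.52% at 7 days, 15.0% at 7 days + 24 h and 1.82% in the pool-split control. The next component held 3.57%, 3.97%, 3.83%, 3.72%, 2.1103%, 4.12% and 1.53%. Computed for each library alone, the first share varied between libraries with an SD of 11.5 percentage points at 7 days + 24 h, 6.64 at 3 days and 4.94 at 7 days (n = 3), and with at most 1.023 at 1 h, 1 day and 5 days. At 7 days the library values were 11.9%, 5.56% and 15.3%.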

Another way to estimate gene expression variability and its coherence between seeds is to identify groups of genes with highly correlated expression. We calculated pairwise gene expression correlations (scran R) and selected gene pairs with a correlation >0.5. On this set of gene pairs, we performed graph clustering using the presence of correlation as the edge between two genes (RBGL R). Finally, we filtered obtained gene groups to contain at least 10 genes, which resulted in the identification of five gene groups for 1-day time point, three groups for 7 days + 24 h, two groups for 3 days, and no group for 1 h, 5 days, 7 days, and pool-split control (Figure 3D). 

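With a Spearman rho over 0.5 between sctransform residuals as the edge and highly connected subgraphs as the clustering, 3 groups of at least 10 genes were found at 1 day (60, 22 and 16 genes), 2 at 3 days (39 and 12 genes), 1 at 7 days (11 genes) and 2 at 7 days + 24 h (156 and 63 genes). There were 0 groups at 1 h, at 5 days and in the pool-split control. Connected components in place of highly connected subgraphs, which moved the numbers most, put 1346 genes of 7 days + 24 h and 0 genes of the pool-split control into groups.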

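Of the 60 genes in the largest group of 1 day, 47 were translation genes, and 58 are listed by the paper in its global Group 1. Of the 156 genes in the largest group of 7 days + 24 h, 95 were translation genes. The groups of 3 days and the smaller groups of 1 day and 7 days + 24 h held 0.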

Again, translation-related genes account for the largest groups with a correlated expression both for 1 day and 7 days + 24-h time points (Supplemental Data Set 1). 

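At 7 days + 24 h the residual variance was 1.40 for DOG1, 1.33 for RDO5 and 1.245 for SOM, and none of the 3 genes was in a co-expressed group of that time point. DOG1 (AT5G45830, chromosome 5, 18589418 to 18591506) was detected in 84.4% to 93.8% of the seeds of a library at that time point.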

Interestingly, *DOG1*, *REDUCED DORMANCY 5* (*RDO5*), and *SOM*, three genes important for seed dormancy regulation (Bentsink et al., 2006; Kim et al., 2008; Xiang et al., 2014), were found in gene Group 3 for 7 days + 24-h time point (Supplemental Data Set 1), showing that observed gene co-expression networks are not restricted to translation factors. 

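Of the distinct highly variable genes, 43 were in a co-expressed group of at least 1 time point. At the same time point, 10 were in a group at 1 day, 17 at 3 days, 1 at 7 days and 18 at 7 days + 24 h.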

Out of 99 HVGs identified in total in different time points, 84 were also included in these co-expressed gene groups (Supplemental Figure S4D).

Based on the results of germination tests, we expected that single-seed transcriptomic analysis would show some initial variability of the seed pool that would be changed upon stress treatment. It could be increased if germination-related transcriptomic effects prevailed upon stress treatment or decreased if stress-related response uniformized seed population. We also supposed that in both scenarios, extremes of seed transcriptome distribution would point to less-dormant and more-dormant seeds, which is phenotypically demonstrated in permissive conditions. Our observations—the number of DEGs between seed sub-pools, and clustering of gene expression into groups—show higher variability in earlier time points and a decrease in variability during the longest stress condition time point used. Such transcriptomic homogenization upon stress treatment could be explained by the prioritization and strong induction of pathways important for seed survival. 

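The number of gene pairs with a rho over 0.5 was 398 at 1 h, 5525 at 1 day, 1551 at 3 days, 230 at 5 days, 235 at 7 days and 25689 at 7 days + 24 h, against 35 in the pool-split control. At equal depth the numbers were 35, 27, 38, 5, 3 and 15 in the same order, and 0 in the control. The number at 7 days + 24 h was then no longer the highest. From the number of genes that part the sub-pools and from the co-expressed groups, the paper concludes that variability fell during the longest treatment.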

Heterogeneity, however, becomes rapidly restored and enhanced after transfer to permissive conditions. The highest variability of seeds from the 7 days + 24-h time point is explained by the presence of two groups of seeds: germinating and dormant which only emerge after stress alleviation. This late differentiation is in agreement with the fact that the number of seeds abstaining from germination after the SD induction protocol can be modulated by the temperature encountered during the recovery phase. 

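A composite score was computed for each seed as the mean residual of the paper's Group 1 genes less that of its Group 2 genes, gene lists that were themselves drawn from these seeds. The mean absolute deviation of the score from the median of its library was 0.112 in the pool-split control. It was 0.428 at 1 h, 0.571 at 1 day, 0.530 at 3 days, 0.391 at 5 days, 0.495 at 7 days and 0.925 at 7 days + 24 h. Each of these 6 differences from the control had p = 1e-05 in a two-sided permutation test over seeds, the smallest that 100000 permutations can give, also after Benjamini-Hochberg adjustment. Without the third libraries the deviation at 3 days was 0.349, below that of 5 days (0.408) and 7 days (0.398). Without the first or the second libraries it was 0.636 and 0.602 at 3 days, so the value there depends on the third library. With the library as the unit, all 3 libraries of each time point had a higher SD than the highest pool-split library (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). At an equal depth of 5000 UMIs per seed the differences at 1 day (adjusted p = 0.192) and 7 days (adjusted p = 0.6) did not pass the permutation test over seeds, and the other 4 did. With the library as the unit at this depth, 3 of 3 libraries lay above the highest pool-split library at 1 day, as at 1 h, 3 days and 7 days + 24 h (exact permutation test, p = 0.1), and 2 of 3 at 5 days (p = 0.2) and 7 days (p = 0.4).

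**Figure D1:**
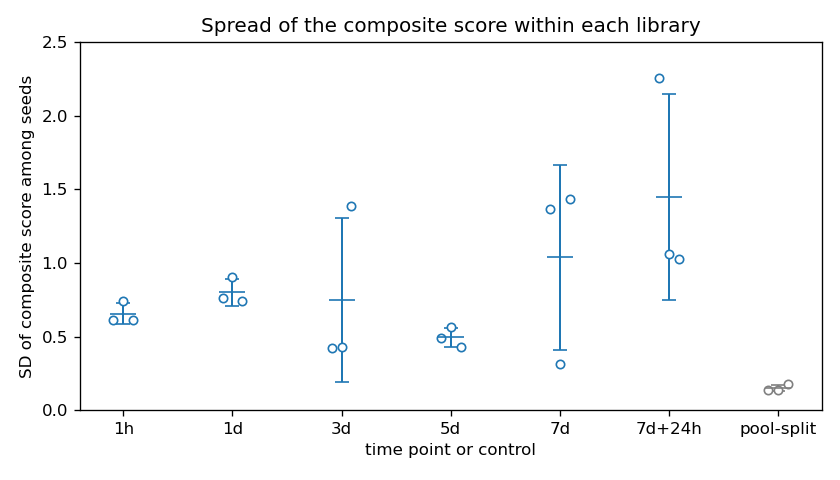
SD of the composite score among the seeds of a library (vertical axis, sctransform residual units) by time point or control (horizontal axis). Open points are libraries, and bars give the mean ± SD over 3 libraries. The pool-split libraries lie between 0.136 and 0.177, and the libraries of 7 days at 0.312, 1.37 and 1.44.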

Importantly, for all tested time points, variability was higher than in pool-split control, which validates our method as capable of detecting biological differences between individual seeds. To sum up, co-expression and differential expression of genes in seed sub-pools revealed a reduction of seed heterogeneity during persisting stress conditions, followed by seed separation into two subgroups during stress recovery.

### Sources of transcriptional heterogeneity

Several genes important for hormonal regulation of seed biology were found in our experimental data set (Supplemental Figures S3G and S5, A–K). *ABA-RESPONSE PROTEIN* (*ABR*) and *PYR1-LIKE 4* genes as well as several genes encoding seed storage materials or late embryogenesis abundant proteins were among highly confident HVGs. 

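ABR (AT3G02480, chromosome 3, 512220 to 513036) had a residual variance of 5.95 at 1 day and 5.61 at 7 days + 24 h, 3.37 at 7 days and 0.691 in the pool-split control. PYL4 (AT2G38310, chromosome 2, 16049918 to 16051356) had a residual variance of 3.085 at 7 days + 24 h, under the limit of 4, and 1.044 at 1 day. PYL4 rose from 7.36 ± 3.73 CPM at 7 days to 93.7 ± 19.1 at 7 days + 24 h (SD, n = 3), a log2 fold change of 3.45 (standard error 0.34, adjusted p = 2.89e-08), and its expression followed the composite score among the seeds of that time point.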

Lowering the threshold of residual variance to 2 in this analysis provided a few more known germination regulators: *RGA TARGET 1*, *ABA REPRESSOR1*, *GIBBERELLIC ACID INSENSITIVE*, *REPRESSOR OF GA 1(RGA1)*, and *XERICO* (Supplemental Data Set 1).

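A residual variance over 2 was found for ABR1 (AT5G64750, chromosome 5, 25891449 to 25893888) at 1 day (2.144) and for RGA1 (AT2G01570, chromosome 2, 255247 to 257568) at 7 days + 24 h (2.46). The highest values of the other genes were at 7 days + 24 h as well, with 1.99 for GAI (AT1G14920, chromosome 1, 5148982 to 5151415) and 1.88 for XERICO (AT2G04240, chromosome 2, 1461548 to 1462944). From 1 h to 1 day these genes changed by log2 fold changes of -3.28 (ABR1), 3.71 (RGA1), 2.174 (GAI) and 1.63 (XERICO), with adjusted p values in edgeR's quasi-likelihood test from 5.39e-08 to 7.73e-05.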

Other factors show lower variability of expression in specific conditions; however, they were identified as differentially expressed between subsequent experimental time points. These include ABA related factors like *ABA-HYPERSENSITIVE GERMINATION 1* (DEG between 1 h and 1 day; Née et al., 2017), *ABA INSENSITIVE 3* (*ABI3*) and *ABI5* (DEG between 1 h and 1 day; Nonogaki, 2014), genes involved in gibberellin-mediated regulation like *GA20OX3* (multiple comparisons; Nonogaki, 2014), *RGA-LIKE 2* (DEG between 1 h and 1 day; Lee et al., 2010), and *ETHYLENE-INSENSITIVE 3* gene (involved in ethylene response; Corbineau et al., 2014). 

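From 1 h to 1 day, AHG1 (AT5G51760, chromosome 5, 21026805 to 21029188) fell from 682 ± 77.1 to 145 ± 8.18 CPM (SD, n = 3), a log2 fold change of -2.24 (standard error 0.15, adjusted p = 1.61e-11), and ABI5 (AT2G36270, chromosome 2, 15204659 to 15207636) fell from 714 ± 134 to 221 ± 3.179 CPM, a log2 fold change of -1.69 (standard error 0.15, adjusted p = 1.43e-09). ABI3 (AT3G24650, chromosome 3, 8997370 to 9001185) rose from 151 ± 14.0 to 329.8 ± 40.1 CPM, a log2 fold change of 1.1305 (standard error 0.16, adjusted p = 4.26e-06). RGL2 (AT3G03450, chromosome 3, 819337 to 821652) rose from 14.8 ± 4.24 to 169 ± 15.1 CPM, a log2 fold change of 3.52 (standard error 0.21, adjusted p = 3.91e-12). GA20OX3 was also called from 5 to 7 days, with a log2 fold change of -1.74 (standard error 0.31, adjusted p = 1.67e-04), a step at which the genes called lower followed the unspecific fraction among 5-day seeds. From 7 days to 7 days + 24 h, when it reached 315 ± 144 CPM, it had a log2 fold change of 1.324 (standard error 0.30, adjusted p = 9.15e-04). EIN3 (AT3G20770, chromosome 3, 7260429 to 7263384) was at 363 ± 33.5 CPM at 1 h, 364 ± 30.2 at 1 day, 749 ± 25.4 at 7 days and 388 ± 35.3 at 7 days + 24 h, and no step between sequential time points was called.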

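HSFA9 (AT5G54070, chromosome 5, 21943983 to 21945651) fell from 565 ± 86.3 CPM at 1 h to 24.1 ± 2.82 at 1 day (SD, n = 3), a log2 fold change of -4.55 (standard error 0.18, adjusted p = 5.34e-15), rose to 78.6 ± 18.4 at 3 days, a log2 fold change of 1.75 (standard error 0.19, adjusted p = 2.27e-07), and fell from 7 days to 7 days + 24 h with a log2 fold change of -1.76 (standard error 0.17, adjusted p = 3.07e-08). Its rise at 3 days came at the step at which the median unspecific share rose from 20.8% to 69.1%. ABCF1 (AT5G60790, chromosome 5, 24453258 to 24456115) rose from 159.7 ± 9.90 CPM at 7 days to 413 ± 32.4 at 7 days + 24 h, a log2 fold change of 1.37 (standard error 0.13, adjusted p = 2.11e-08). RDO5 (AT4G11040, chromosome 4, 6745100 to 6746944) was called higher from 1 h to 1 day, with a log2 fold change of 1.2096 (standard error 0.46, adjusted p = 0.0323), and from 7 days to 7 days + 24 h, with a log2 fold change of 1.023 (standard error 0.42, adjusted p = 0.0456). The former call changed in 5 of 13 refits under other settings and the latter in 7 of 13. MFT (AT1G18100, chromosome 1, 6227217 to 6230194) and AGL67 (AT1G77950, chromosome 1, 29306824 to 29311194) rose from 1 h to 1 day with log2 fold changes of 2.4996 and 1.115 (adjusted p = 4.71e-11 and 1.18e-07 in edgeR's test). CRA1 (AT5G44120, chromosome 5, 17756238 to 17758336) rose from 17244 ± 1300.2 to 103001 ± 3996 CPM from 1 h to 1 day, a log2 fold change of 2.58 (standard error 0.22, adjusted p = 7.96e-10), and fell from 7 days to 7 days + 24 h with a log2 fold change of -1.85 (standard error 0.21, adjusted p = 2.02e-07). OLEO1 (AT4G25140, chromosome 4, 12900430 to 12901577) was in the larger co-expressed group of 3 days, where its residual variance was 2.64.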

In our experiment, we also identified a set of genes implicated in various aspects of seed biology, including *HEAT SHOCK TRANSCRIPTION FACTOR A9*, *ATP-BINDING CASSETTE F1*, *RDO5*, *ABF1, SOM*, *MOTHER OF FT AND TFL1*, *AGAMOUS-LIKE 67*, *OLEOSIN 1*, and *CRUCIFERINA 1* (Chibani et al., 2006; Siloto et al., 2006; Kim et al., 2008; Xi et al., 2010; Li et al., 2020; Supplemental Figure S5, A–K; Supplemental Data Set 1), as those whose expression is clustered in specific groups. The patterns of these genes’ expression in our time course experiment suggest their role in the regulation of SD.

**Figure 5:**
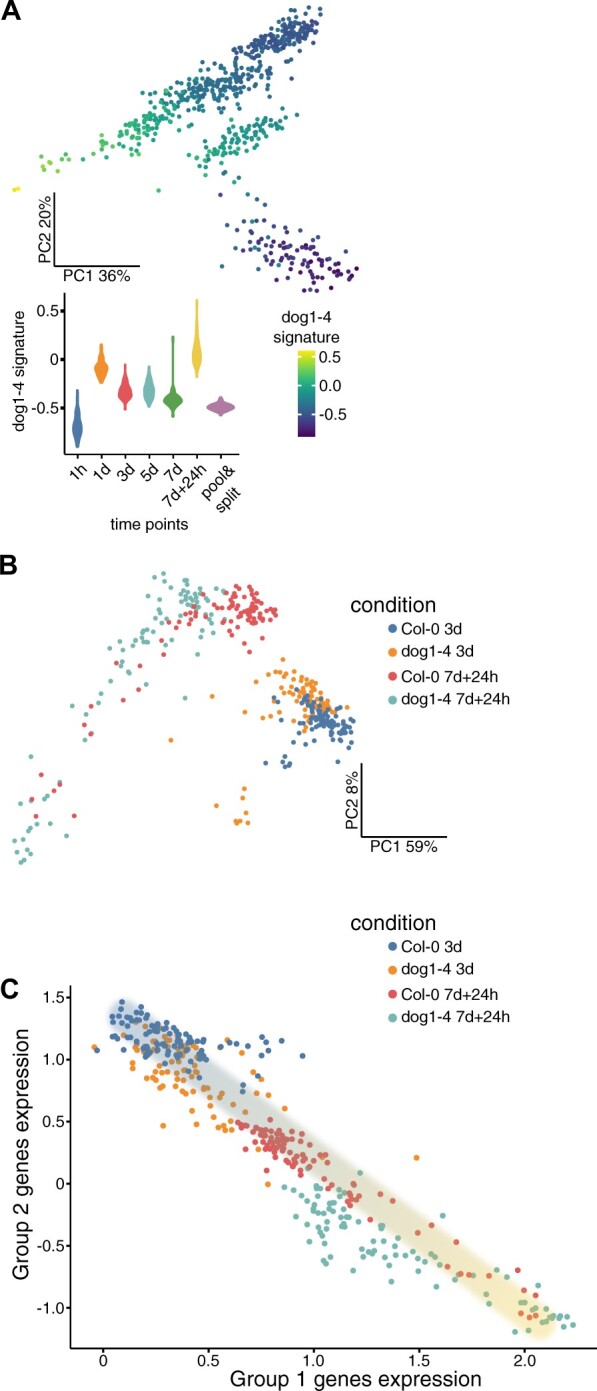
*dog1-4* mutant seeds show higher germination competence. A, *dog1-4* signature overlaid on PCA map of the time-course experiment. Signature values were calculated using Vision R package based on genes differentially expressed between Col-0 and *dog1-4* mutant seeds (mean normalized expression of genes with upregulated and downregulated genes having positive and negative input, respectively). Spread of signature values shown as a violin plot (data were sctransform normalized). B, PCA map of single seeds (*n* = 382) from Col-0 and *dog1-4* in two time points, created using Seurat package with sctransform normalization. C, Plot of Group 1 (germination-associated) and Group 2 (dry seed-associated) signatures values for each Col-0 and *dog1* seed based on globally co-expressed gene groups identified in this experiment, and values of signatures calculated as described in Figure 4. The proposed transcriptomic germination competence path is illustrated as shading from blue (more dormant seeds) to yellow color (germination competent seeds).

To better understand gene expression changes during seed dormancy induction and seed germination, we performed global gene clustering based on their co-expression in each seed from all time points (except pool-split) as described above. We identified five highly interconnected gene groups consisting of 266, 123, 74, 36, and 13 genes, respectively (Figure 4, A and B; Supplemental Figure S6, A–C). 

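The same clustering over all kept seeds of the time points gave a group of 242 genes, 235 of which are in the paper's Group 1 and 149 of which are translation genes, and a group of 58 genes, 44 of which are in its Group 2. Within the paper's Groups 1 to 5 the median rho of gene pairs over these seeds was 0.559, 0.452, 0.581, 0.505 and 0.561, against 0.0529 for pairs of random genes. Because the groups were defined from these seeds, their rho within the same seeds is high by construction.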

Using gene expression from the globally co-regulated gene groups, we calculated their expression signature values (average normalized expression of genes from the group) and overlaid them on the PCA map. Each gene group showed a specific expression pattern during SD induction and a different degree of variability in each of the analyzed time points (Figure 4, A and B; Supplemental Figure S4, A–C; Supplemental Table S1). Groups 1 and 2 genes had largely opposing patterns of expression among seeds. 

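Gene pairs with one gene in each of the paper's Groups 1 and 2 had a median rho of -0.410 over all seeds. Within time points, the module scores of Groups 1 and 2 were negatively correlated across seeds, with Pearson's r of -0.672 at 1 h, -0.455 at 1 day, -0.260 at 3 days, -0.467 at 5 days, -0.822 at 7 days and -0.805 at 7 days + 24 h. The permutation p of r (two-sided) was 0.011 at 3 days and at most 2e-05 at the other time points, and 0.011 and 2.33e-05 after adjustment over 7 relations. Spearman's rho ran from -0.763 at 7 days to -0.389 at 1 day (permutation test, p = 1e-05 and 1.5e-04, 1.17e-05 and 1.5e-04 after adjustment). Without the 2 seeds farthest from the median, r lay between -0.720 and -0.250, and the mean of r within single libraries between -0.863 and -0.459. In the pool-split control, in which the seeds were mixed, r was -0.684 (permutation test, p = 1e-05), so a negative relation of the 2 scores also arose where seeds did not differ.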

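The module score of the paper's Group 1 (266 genes) was 0.02 ± 0.17 at 1 h, 0.87 ± 0.07 at 1 day, 0.39 ± 0.12 at 3 days, 0.47 ± 0.08 at 5 days, 0.04 ± 0.27 at 7 days and 0.97 ± 0.14 at 7 days + 24 h (mean over libraries ± SD, n = 3). The rises from 1 h to 1 day (0.85) and from 7 days to 7 days + 24 h (0.92) and the fall from 1 to 3 days (-0.48) parted all libraries (exact permutation test, p = 0.1 each, the smallest possible). From 5 to 7 days the score differed by -0.43 (exact permutation test, p = 0.1). Without the unspecific UMIs as a covariate this difference was 0.03, and as the log2 ratio of the percent of UMIs it was 0.32, in the opposite direction, so the sign at this step rests on the treatment of unspecific UMIs. With same-numbered libraries as pairs, as with the replicate number as a block, the smallest p that 3 pairs allow is 0.25 (exact permutation test), and it was reached at each of these 4 steps.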

Group 1 genes had the highest expression in 1 day and 7 days + 24-h time points, with few seeds from that last time point having clear separation from the rest. This group consists of genes with enrichment of translation and ribosome-related GO terms (Supplemental Figure S6D). Group 2 genes had the highest expression in 1 h and lowest in 7 days + 24-h time point (Figure 4B). 

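For Group 2 (123 genes) the module score was 2.34 ± 0.04 at 1 h, 1.107 ± 0.07 at 1 day, 1.166 ± 0.08 at 3 days, 0.99 ± 0.06 at 5 days, 1.211 ± 0.09 at 7 days and 0.44 ± 0.05 at 7 days + 24 h (mean over libraries ± SD, n = 3). The falls from 1 h to 1 day (-1.23), from 3 to 5 days (-0.18) and from 7 days to 7 days + 24 h (-0.77) and the rise from 5 to 7 days (0.22) each had the smallest p of the exact permutation test, 0.1, and the same-numbered pairs, as with the replicate number as a block, the smallest p of 3 pairs, 0.25. The change from 1 to 3 days was 0.06 (exact permutation test, p = 0.6). The step from 5 to 7 days is the one at which the unspecific share fell most.

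**Figure D2:**
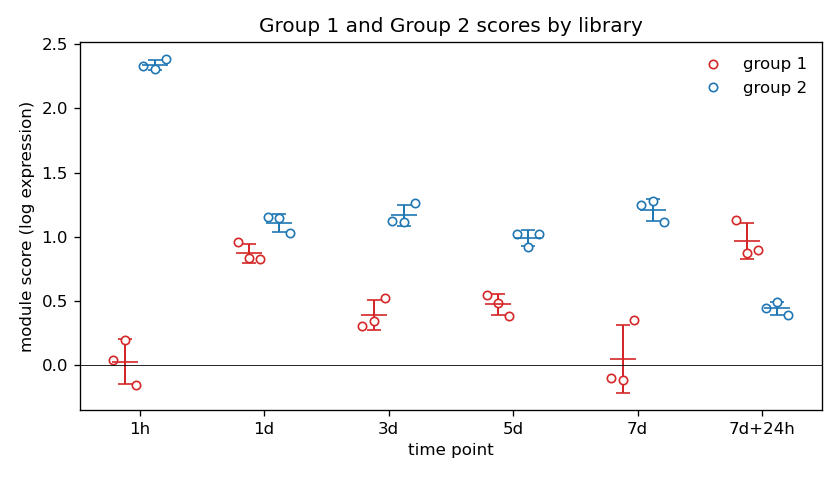
Module scores (vertical axis, log expression of the list less that of control genes) of Group 1 in red and Group 2 in blue by time point (horizontal axis). Open points are libraries, and bars give the mean ± SD over 3 libraries. The score of Group 2 is highest at 1 h, at 2.34, and lowest at 7 days + 24 h, at 0.44.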

Genes constituting this group included seed storage albumins, oleosins, and some HSP17 family members, all of which accumulate at high levels in dry seeds (Nakabayashi et al., 2005). Groups 3 and 4 included genes whose expression increased during SD induction with a further drop or increase during recovery, respectively. 

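ABF4 (AT3G19290, chromosome 3, 6687042 to 6690123) rose from 56.4 ± 10.1 CPM at 1 day to 137 ± 38.7 at 3 days (SD, n = 3), a log2 fold change of 1.241 (standard error 0.21, adjusted p = 5.35e-05), and fell from 219 ± 31.8 at 7 days to 81.3 ± 12.2 at 7 days + 24 h, a log2 fold change of -1.42 (standard error 0.19, adjusted p = 1.62e-06). The rise of ABF4 came at the step at which the median unspecific share rose from 20.8% to 69.1%. EBP (AT3G16770, chromosome 3, 5705541 to 5707084) rose from 1141 ± 219.9 CPM at 1 h to 2629 ± 123 at 1 day, a log2 fold change of 1.205 (standard error 0.15, adjusted p = 4.67e-07). FIB2 (AT4G25630, chromosome 4, 13074090 to 13076432) rose from 19.4 ± 11.1 to 81.4 ± 11.1 CPM over the same step, a log2 fold change of 2.056 (standard error 0.27, adjusted p = 9.5e-07), and from 85.2 ± 15.3 CPM at 7 days to 323 ± 40.4 at 7 days + 24 h, a log2 fold change of 1.91 (standard error 0.18, adjusted p = 2.66e-08). NUC-L1 (AT1G48920, chromosome 1, 18098081 to 18101732) rose from 258 ± 38.1 CPM at 1 h to 546 ± 64.4 at 1 day, a log2 fold change of 1.083 (standard error 0.14, adjusted p = 8.4e-07).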

Group 3 included a few transcription factors like ABF4 (Dekkers et al., 2016) and *EBP* (Narsai et al., 2017), and Group 4 included *FIB2* and *NUC-L1* genes, which are crucial for nucleolus functions (Morris, 2008).

**Figure 6:**
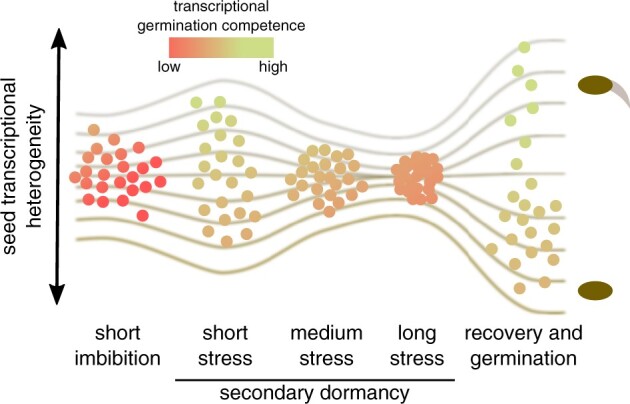
Transcriptional heterogeneity of single seeds during the SD induction. Seed transcriptional heterogeneity is shown as a spread on the vertical axis. The horizontal axis represents the selected time points of our experiment. Seeds are colored according to germination competence, showing higher values in time points physiologically closer to seedling establishment. Lines represent the model of a preset germination decision (described in the text). They link seeds with differential behavior during the recovery phase with untreated (short imbibition) seeds with initially varying germination competence. This model assumes that the relative position of the seeds is maintained throughout the time course.

The above analysis of globally co-regulated gene groups allowed us to visualize a positional relationship between single seeds in our experiment. Patterns of co-expressed genes that belong to the most numerous Group 1 (germination-associated) and Group 2 (dry seed-associated; Figure 4C) align the seeds along a SD induction and recovery path. We hypothesized that the right-most seeds with high expression of translation-related genes represented those most committed to germination. Inspection of the plot indicated heterogeneity, which positions seeds belonging to the same time point along the gene expression gradient as most evident for the recovery phase (Figure 4C). To further substantiate this observation, we used the Vision R package (DeTomaso et al., 2019) to compute the composite gene expression signature of largely antagonistic Groups 1 and 2 genes. In that case, average normalized expression of genes included in these two groups was calculated after assigning them opposite values: positive (Group 1) and negative (Group 2). Its overlay on PCA maps (Figure 4D) showed gene expression gradients among seeds for each treatment that are absent in the pool-split negative control. In addition, seed sub-pools (Figure 3B) showed significant differences in that signature values, for each time point, except for pool-split control (Figure 4E). 

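When the seeds were permuted within libraries, 0 genes followed the composite score beyond a rho of 0.5 at every time point and in the pool-split control.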

Concordantly with seed variability analysis (Figure 3), the difference between seeds’ sub-pools was smallest for the 7-day time point and largest for the recovery time point. However, it is important to stress that despite decreasing variability, the differences between seed sub-pools after 7 days of treatment can still be detected.

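The SD of the composite score among the seeds of a library was 0.655 ± 0.0719 at 1 h, 0.803 ± 0.0918 at 1 day, 0.748 ± 0.557 at 3 days, 0.494 ± 0.0672 at 5 days, 1.038 ± 0.630 at 7 days and 1.45 ± 0.7003 at 7 days + 24 h (mean over libraries ± SD, n = 3), against 0.150 ± 0.0235 in the pool-split control. With sampling noise removed, as the square root of the covariance of scores from 2 parts of each seed's UMIs, it was 0.507 at 1 h, 0.659 at 1 day, 0.592 at 3 days, 0.368 at 5 days, 0.828 at 7 days, 1.216 at 7 days + 24 h and 0.0758 in the pool-split control. The 3 libraries of 7 days differed widely among themselves, so that 5 and 7 days cannot be ranked by this measure. At equal depth the SD was 0.359 at 5 days, 0.471 at 7 days and 0.722 at 7 days + 24 h, against 0.278 in the control.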

Analysis of the single-seed transcriptomes during the SD induction time course revealed co-expressed gene groups whose expression reflects transcriptional competence to germinate. Expression of those gene groups separates experimental time points and, at least to some degree, also positions single seeds in each of them.

### Single-seed RNA-seq analysis of the *dog1* mutant

To explore the transcriptomic gradient of germination competence, we focused on one of the key seed-specific dormancy/germination regulators—the *DOG1* gene. Our initial physiological test showed that it is involved in SD induction (Figure 1B) as it was described earlier (Footitt et al., 2011, 2020; Buijs et al., 2020). 

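In the time course DOG1 had 1.024 ± 0.163 UMIs per seed at 1 h (mean over libraries ± SD, n = 3), 0.469 ± 0.156 at 1 day, 1.177 ± 0.660 at 3 days, 1.46 ± 0.508 at 5 days, 0.954 ± 0.592 at 7 days and 3.58 ± 1.42 at 7 days + 24 h. At 1 day, 28.1% to 46.9% of the seeds of a library had at least 1 UMI of DOG1. Summed over libraries, DOG1 fell from 47.9 ± 8.16 to 6.63 ± 2.38 CPM from 1 h to 1 day, a log2 fold change of -2.84 (standard error 0.33, adjusted p = 1.26e-07), and rose to 45.2 ± 2.1195 CPM at 3 days, a log2 fold change of 2.77 (standard error 0.32, adjusted p = 3.57e-07). It fell from 58.8 ± 10.5 CPM at 5 days to 17.1 ± 0.641 at 7 days, a log2 fold change of -1.77 (standard error 0.28, adjusted p = 4.87e-05), at a step where the genes called lower followed the unspecific fraction among 5-day seeds. The median unspecific share also fell from 54.2% at 1 h to 20.8% at 1 day and rose to 69.1% at 3 days. DOG1 moved in the same direction at both steps, so unspecific signal may contribute to these changes as well.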

Despite *DOG1* expression being reported to be affected upon SD induction (Footitt et al., 2011, 2015, 2020), in our single-seed RNA-seq experiment it was too noisy to be analyzed directly, perhaps because the *DOG1* gene is on the edge of the detection threshold (Supplemental Figure S7A). Limited detection of lowly expressed genes is immanent property of both single seed and single-cell RNA-seq approaches. 

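RNA of 3 pools of dry after-ripened seeds of Col-0 and 3 of the dog1-4 mutant was reverse transcribed with barcoded oligo(dT) primers, and 3′ ends were sequenced with UMIs. The pools are biological replicates. The authors removed duplicates by UMI with umi_tools and counted reads on genes with htseq-count, and the deposited values are these counts without normalization. The pools held between 842731 and 3400324 counts, with 1485395, 842731 and 1287436 for Col-0 and 1749755, 3400324 and 2316797 for dog1-4, so that every dog1-4 pool was deeper than every Col-0 pool. Genes were kept by edgeR's filterByExpr, normalized by TMM and tested with its quasi-likelihood test at an adjusted p under 0.05, without a minimum fold change. DOG1 was at 73.3 ± 6.13 CPM in Col-0 and 5.72 ± 2.119 in dog1-4 (SD, n = 3), a log2 fold change of -3.70 (standard error 0.25, adjusted p = 2.52e-09).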

To overcome this obstacle, we first used an indirect strategy, whereby mRNAs from pools of *dog1-4* mutant and Col-0 dry after-ripened seeds were sequenced. We identified 372 downregulated and 290 upregulated genes (false discovery rate – FDR < 0.05; DESeq2) (Supplemental Figure S7B), which show GO term enrichment for response to abiotic stimulus, including heat stress, water deprivation, and hypoxia (Supplemental Figure S7C). 

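Of 9623 genes, 459 were called higher and 498 lower in dog1-4 dry seeds. Among genes called lower with pools that did not overlap were the heat shock protein genes HSP17.6II (AT5G12020, chromosome 5, 3882231 to 3883111), at least 15.1-fold lower in dog1-4, and ATHSP22.0 (AT4G10250, chromosome 4, 6370338 to 6371372), at least 29.8-fold lower, both at or under 3 counts in every dog1-4 pool. Among those called higher were AT1G76800 (chromosome 1, 28829243 to 28830278) and NAP (AT1G69490, chromosome 1, 26122080 to 26123514), at least 2.66-fold and 2.42-fold higher, both without a count in Col-0. DESeq2, which applies its own filter, called 284 genes higher and 369 lower, and the removal of the low-count filter moved the number of higher genes most, to 663. With every pool thinned to the lowest total, 682 genes were called, 637 of them also called at full depth. Among genes of dormancy and seed maturation, RDO5 had a log2 fold change of 1.188 (standard error 0.17, adjusted p = 5.14e-05), AHG1 a log2 fold change of -1.02 (standard error 0.17, adjusted p = 2.01e-04) and ABF4 a log2 fold change of -1.37 (standard error 0.25, adjusted p = 6.74e-04). ABI3 had a log2 fold change of 0.55 (standard error 0.17, adjusted p = 0.047) and changed its call in 8 of 11 refits.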

We created a gene expression signature (Vision package) based on *dog1-4*-affected genes that revealed the degree of similarity of seeds during SD induction to *dog1-4* mutant. 

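A dog1-4 signature was computed for each seed of the time course from the genes called in dry seeds, as the sum over higher genes less the sum over lower genes, divided by the number of genes. Within time points, its Pearson correlation with the Group 1 score was 0.668 at 1 h, 0.724 at 1 day, 0.743 at 3 days, 0.643 at 5 days, 0.826 at 7 days and 0.851 at 7 days + 24 h. Each had p = 1e-05 in a two-sided permutation test, the smallest that 100000 permutations can give (1.08e-05 after adjustment over 14 relations), and Spearman's rho lay between 0.635 and 0.766 (permutation test, p = 1e-05 each). Without the 2 seeds farthest from the median r lay between 0.5997 and 0.773, and the mean of r within single libraries between 0.596 and 0.878. Without the genes shared with Group 1, r lay between 0.569 and 0.813. The time points form separate groups on both measures, so relations are given within time points here. The relation was not computed in the pool-split control, where the scores of Groups 1 and 2 were correlated at r = -0.684 although the seeds were mixed. How much of these correlations is technical is therefore open.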

Globally co-regulated Group 1 (germination-associated) genes and *dog1-4*-affected genes showed a highly similar pattern (Figures 4, A and 5, A) and high correlation among single seeds (Pearson correlation 0.92) despite the limited overlap between these sets of genes (Supplemental Figure S7D). 

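Of the 123 genes in Group 2, 62 were called in dog1-4 dry seeds (50.4%), 58 lower and 4 higher. Of the 266 genes in Group 1, 36 were called (13.5%), 35 higher and 1 lower.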

Interestingly, half of Group 2 (dry seed-associated) genes were found among *dog1-4* DEGs (Supplemental Figure S7D). In accordance, Group 2 (dry seed-associated) genes also showed a strong, albeit negative correlation with the *dog1-4* signature (Pearson correlation −0.89). 

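Within time points, Pearson's r between the Group 2 score and the dog1-4 signature was -0.767 at 1 h, -0.649 at 1 day, -0.232 at 3 days, -0.902 at 5 days, -0.918 at 7 days and -0.932 at 7 days + 24 h. At 3 days the permutation p (two-sided) was 0.024, also after adjustment, and rho was -0.508 (permutation test, p = 1e-05). At the other time points both p values were the smallest possible, and rho lay between -0.896 and -0.624. Without the 2 seeds farthest from the median, r was -0.192 at 3 days and between -0.899 and -0.612 at the others. Because many Group 2 genes are part of the signature, the relation was computed again without the shared genes, which left r at -0.103 at 3 days (permutation test, p = 0.31), with a rho of -0.419 (permutation test, p = 6e-05) and a mean r within single libraries of -0.518, and between -0.898 and -0.591 at the other time points. With the shared genes, the mean of r within single libraries was -0.598 at 3 days and between -0.930 and -0.627 at the others. For Group 2 too, no value was computed in the pool-split control, so the technical part of these correlations is open.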

In general, expression of DOG1-regulated genes is reverse to the composite pattern of germination competence: high in 1 h time point, decreasing in 1 day, increasing gradually in 3, 5, and 7 days and diminishing in 7 days + 24 h, with heterogeneity among the two seed sub-pools. 

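The mean of the dog1-4 signature over libraries was -0.50 ± 0.04 at 1 h, -0.15 ± 0.03 at 1 day, -0.25 ± 0.03 at 3 days, -0.24 ± 0.03 at 5 days, -0.40 ± 0.03 at 7 days and -0.03 ± 0.02 at 7 days + 24 h (± SD, n = 3), where a higher value means expression closer to that of dog1-4 dry seeds. The values of 3 and 5 days differed by less than the SD between libraries. From this course the paper states that genes regulated by DOG1 run opposite to the composite pattern of germination competence.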

As DOG1 is a well-known positive regulator of dormancy, this signature supports our hypothesis that the identified gene co-expression groups reflect competence for germination.

In a more direct approach, we performed single-seed RNA-seq for Col-0 and *dog1-4* mutant for two time points: 3 days and 7 days + 24 h (96 seeds for each genotype and condition—384 seeds in total). 

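The libraries of this experiment were prepared and counted in the same way as those of the time course, with 3 libraries of 32 seeds for each genotype and time point. The genotypes come from different plants, and the labels name no seed pools. If the libraries of a genotype are batches of 1 pool, p values over libraries cannot separate genotype from seed pool. The deposited UMI counts were again summed over the kept seeds of each library, which gave 1736693 to 4989465 UMIs per library over all nuclear protein-coding genes. The counts of the kept genes in the 12 libraries were tested in a single edgeR fit. DOG1 had 5.42 ± 2.203 UMIs per seed in Col-0 and 0.577 ± 0.268 in dog1-4 at 3 days (mean over libraries ± SD, n = 3), and 1.98 ± 0.585 and 0.240 ± 0.130 at 7 days + 24 h. Every library labelled Col-0 had more than every library labelled dog1-4 of the same time point, with 3 to 7.31 against 0.355 to 0.875 UMIs per seed at 3 days and 1.312 to 2.41 against 0.0938 to 0.344 at 7 days + 24 h.

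**Figure D3:**
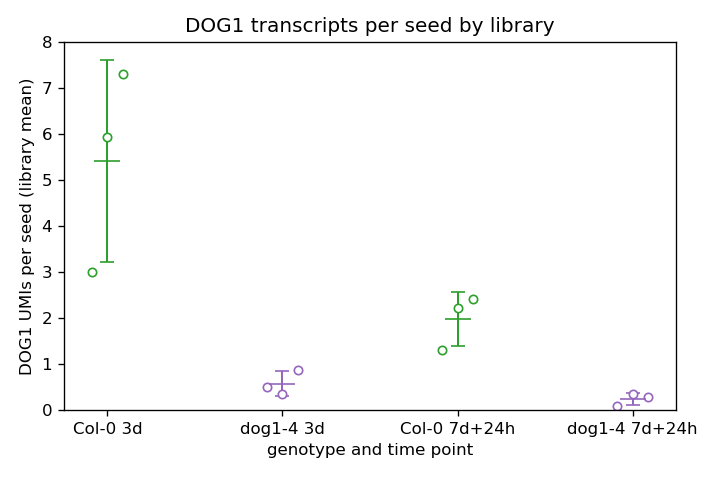
DOG1 UMIs per seed (vertical axis, mean over the kept seeds of a library) by genotype and time point (horizontal axis). Open points are libraries, and bars give the mean ± SD over 3 libraries. The dog1-4 libraries lie at or under 0.875 and the Col-0 libraries at or over 1.312.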

Counts were filtered as above, including removing genes whose expression was correlated with the intergenic reads (9,110 genes and 382 seeds remaining) (Supplemental Figure S8, A–E). 

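In this experiment 382 of 384 seeds were kept, and 11012 genes had at least 1 UMI per seed on average. A limit of 0.3 on the correlation of counts with unspecific UMIs across all kept seeds left 673 genes. Results are therefore given beside those without a limit on this correlation. The median number of genic UMIs per seed was 64388 in Col-0 and 58580 in dog1-4 at 3 days, and 94648 and 89734 at 7 days + 24 h. Unspecific UMIs made up a median of 12.0% to 13.5% of the UMIs of a seed in the 4 groups.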

Seurat/sctransform (Hafemeister and Satija, 2019; Hao et al., 2021) analysis of data showed grouping of seeds according to time points (Figure 5B) which seems to be not associated with the number of reads, intergenic reads, identified genes, or seed batches (Supplemental Figure S8, F–I). 

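Of the 673 genes tested, 26 were called between dog1-4 and Col-0 at 3 days (16 higher in dog1-4, 10 lower) and 125 at 7 days + 24 h (56 higher, 69 lower). Library sizes, TMM factors and CPM were computed from these 673 genes, which hold 71 genes of Group 2 and 1 of Group 1. Fold changes, their directions and the interaction below are therefore relative to this set and not to all genic UMIs. Without the limit on the correlation with unspecific UMIs, 111 and 1105 of 11012 genes were called. With the replicate number as a block the numbers were 32 and 151. Same-numbered libraries deviated from their group means with a mean correlation of 0.172. The value for libraries with different numbers, -0.0900, follows largely from this one and is no separate baseline. Without the second library of each group no gene was called at either time point, with 138 and 151 genes at an unadjusted p under 0.05. The difference between the time points was itself tested as an interaction, which called 49 genes, 73 with the replicate number as a block and 449 without the limit on the correlation. At 3 days, FHL (AT5G02200, chromosome 5, 437365 to 439019) was at 219.7 ± 25.7 CPM in Col-0 and 17.7 ± 2.62 in dog1-4 (SD, n = 3), a log2 fold change of -3.61 (standard error 0.28, adjusted p = 1.18e-04), and DOG1 had a log2 fold change of -3.17 (standard error 0.47, adjusted p = 0.00418). MT3 (AT3G15353, chromosome 3, 5180642 to 5181586) had at most 1 count in each Col-0 library and was at 336 ± 567 CPM in dog1-4, with an SD above the mean. At 7 days + 24 h, PMZ (AT3G28210, chromosome 3, 10520443 to 10521796) was at 14.2 ± 6.22 CPM in Col-0 and 1023 ± 302 in dog1-4, a log2 fold change of 6.16 (standard error 0.64, adjusted p = 4.37e-04), and AT1G54050 (chromosome 1, 20179357 to 20180566), annotated as an HSP20-like chaperone, at 296 ± 149 and 36.8 ± 26.4 CPM, a log2 fold change of -3.03 (standard error 0.83, adjusted p = 0.0208). DOG1 had a log2 fold change of -2.43 (standard error 0.48, adjusted p = 0.00501), GA20OX3 a log2 fold change of 1.63 (standard error 0.45, adjusted p = 0.0214) and HSFA9 a log2 fold change of -1.38 (standard error 0.18, adjusted p = 8.55e-04) at 7 days + 24 h. Each of the calls named here was lost without the second library.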

Differential gene expression for 3 days and 7 days + 24 h time points provided 27 and 233 DEGs, respectively (Supplemental Figure S9A; Supplemental Data Set 2), showing that stronger differences between genotypes appear during seed recovery from SD inducing conditions.

Our analysis of genes co-regulated in Col-0 plants led us to propose that during SD induction, seeds are positioned on a single transcriptomic path (Figure 4C). Therefore, we prepared a similar analysis for our single-seed RNA-seq in Col-0 and *dog1-4* seeds at 3 days and 7 days + 24-h time points. Again, the expression of the two most numerous globally co-regulated gene groups was negatively related (Supplemental Figure S9, B and C), with the most numerous group showing a substantial overlap with Group 1 (germination-associated) from the first experiment (Supplemental Figure S9D). 

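Without the limit on the correlation with unspecific UMIs, the median rho of gene pairs over the seeds of this experiment was 0.809 within the paper's Group 1 of the time course and 0.530 within its Group 2, against 0.0694 for random pairs. Pairs with a gene in each group had a median rho of -0.580. These groups were defined in the time course, on other seeds. The paper lists 385 genes in the Group 1 of this experiment, 205 of which are also in the Group 1 of the time course. With the limit, 1 gene of the Group 1 of the time course and 71 genes of its Group 2 were left.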

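The paper lists 154 genes in the Group 2 of this experiment, 22 of which are also in the Group 2 of the time course. With this experiment's own Group 2 of the paper in place of that of the time course, and without a limit on the correlation with unspecific UMIs, the score was 0.90 ± 0.10 in Col-0 and 0.63 ± 0.10 in dog1-4 at 3 days (mean over libraries ± SD, n = 3). At 7 days + 24 h it was 0.19 ± 0.12 and -0.34 ± 0.06, and every dog1-4 library was below every Col-0 library at both time points (exact permutation test, p = 0.1, the smallest possible). With the limit, 77 genes of this list were left. Their shift was -0.148 at 3 days (exact permutation test, p = 0.2), where the libraries were not all parted. At 7 days + 24 h it was -0.0991 (exact permutation test, p = 0.1). This list was drawn from these seeds.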

Albeit globally co-regulated Group 2 from both experiments show much weaker overlap (Supplemental Figure S9E), they create a similar pattern on the PCA map and show a high correlation (0.97; Supplemental Figure S9F). The direct comparison of signature values for the two main gene groups again indicates a transcriptional gradient of germination competence (Figure 5C). 

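Without the limit on the correlation with unspecific UMIs, the module scores of Groups 1 and 2 of the time course were negatively correlated across the seeds of each group, with Pearson's r of -0.739 in Col-0 and -0.828 in dog1-4 at 3 days, and -0.955 and -0.941 at 7 days + 24 h. Spearman's rho was -0.733, -0.745, -0.892 and -0.927. All permutation p values (two-sided, over 4 relations) were the smallest possible, 1e-05, also after adjustment. Without the 2 seeds farthest from the median, r lay between -0.944 and -0.734, and the mean of r within single libraries lay between -0.963 and -0.832. This experiment has no pool-split control, and in that of the time course the same relation reached r = -0.684 with mixed seeds.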

In agreement with the published role of DOG1 protein as a specific positive regulator of seed dormancy (Bentsink et al., 2006) and the strong requirement for DOG1 to enter into dormancy in our protocol, our data show that *dog1-4* mutant seeds align to the same gradient and are more advanced toward germination than Col-0 seeds.

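At 7 days + 24 h the Group 2 score over the 71 genes left by the limit on the correlation was 1.143 ± 0.08 in Col-0 and 0.79 ± 0.05 in dog1-4 (mean over libraries ± SD, n = 3), a shift of -0.36 (exact permutation test over libraries, p = 0.1, the smallest possible). Over single seeds the permutation p was 1e-05, but seeds of a library are not independent replicates. At 3 days the shift was -0.05 (exact permutation test over libraries, p = 0.5). With same-numbered libraries compared as pairs, dog1-4 was lower in Group 2 in 3 of 3 pairs at 3 days and 3 of 3 at 7 days + 24 h (exact permutation test over pairs, p = 0.25 at each, the smallest that 3 pairs allow). Without the limit the shifts of Group 2 were -0.21 at 3 days and -0.99 at 7 days + 24 h (exact permutation test over libraries, p = 0.1 at each). As the log2 ratio of the percent of UMIs, also without the limit, the shift at 3 days was -0.22 (exact permutation test over libraries, p = 0.3). Whether the libraries of 3 days part in Group 2 thus depends on the setting. Group 1, of which the limit leaves a single gene, was scored without it, a setting chosen after the number of genes had been seen. Its score was 0.83 ± 0.12 in Col-0 and 1.307 ± 0.10 in dog1-4 at 7 days + 24 h, a shift of 0.48 (exact permutation test over libraries, p = 0.1), and 0.13 ± 0.11 and 0.28 ± 0.12 at 3 days, a shift of 0.15 (exact permutation test over libraries, p = 0.2). With each replicate left out in turn, the shift of Group 1 at 3 days ran from 0.0409 to 0.269. At 7 days + 24 h it ran from 0.418 to 0.599. In the same pairs, as with the replicate number as a block, dog1-4 was higher in Group 1 in 3 of 3 pairs at 7 days + 24 h and 2 of 3 at 3 days (exact permutation test over pairs, p = 0.25 and 0.5). From the position of the seeds on Groups 1 and 2 the paper concludes that dog1-4 seeds lie on the same gradient and are more advanced toward germination.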

Analysis of *dog1* mutant validates the single-seed RNA-seq as a method capable of detecting seed heterogeneity. It confirms that *DOG1* is a major player in the control of seed biology during SD establishment and validates the importance of transcriptomic germination competence.

## Discussion

### Method

Analysis of single-seed transcriptomes has several advantages when compared to seed pools experiments. In traditional RNA-seq experimental set-ups, natural gene expression variability between individual seeds is lost. Given the known heterogeneity in seeds’ response to a range of environmental factors (Mitchell et al., 2016), including bet-hedging phenomena, we envisage that the single-seed RNA-seq method will be useful whenever the physiological behavior is not fully penetrant. Importantly, it allows the identification of seed populations behaving differently from the majority of studied seeds before any visible phenotypes can discriminate them. In our SD induction experiment, we identified sub-populations of seeds characterized by distinct gene expression profiles that are most evident for the 7 days + 24-h time point (Figure 3). The use of pool-split control allowed us to estimate the level of technical variability inherent to any measurements (Figure 3). Moreover, the usage of a large number of data points enhanced the identification of co-expressed gene groups driving seeds heterogeneity (Figure 4). In addition to studies of variability, our single-seed RNA-seq method can be used to analyze transcriptomes in seeds of mutants with early seedling lethality.

We compiled our single-seed RNA-seq protocol from BRB-seq and other similar methods (Hennig et al., 2018; Alpern et al., 2019), making it cost- and time-effective and enabling the study of hundreds of single-seed Arabidopsis transcriptomes. To our knowledge, only experiments with column-based isolation of RNA from dozens of single Arabidopsis seeds and subsequent RT-qPCR analysis have been described in the literature (Tao et al., 2017). Applying a few hundred isolations to obtain high-quality RNA would make single-seed analysis too expensive and time-consuming to be done in most laboratory settings. That is why we decided to perform reverse transcription reactions directly from seed extracts which enable fast parallel processing of many seeds. Seed extracts are pretreated with nonionic detergents and proteinase K to make mRNAs more accessible to the enzyme. However, suboptimal purity of RNA and buffering conditions make individual RT reactions less efficient, in consequence limiting the detection range of the method (excluding lowly expressed genes) and prohibiting from direct analysis many important regulatory factors. Further improvements of the method could include optimization of seed extract preparation and reverse transcription conditions. It may also include the addition of spike-in transcripts to better estimate reverse transcription efficiencies and the amount of mRNA available in each seed (Brennecke et al., 2013). Given the small size of Arabidopsis seeds, we envisage that our method can be applied to any seed, but due to species differences in seed size, morphological, and storage material characteristics, it may be necessary to optimize the seed extract preparation for successful single-seed RNA-seq.

### Transcriptional competence to germination

Using our single-seed RNA-seq, we analyzed transcriptomic diversity during SD induction. On a global scale, gene expression changes during time course can be attributed to seed imbibition, response to persisting stress, and stress recovery. In all these cases, the expression of translation-related genes was among the most affected (Figure 2). Interestingly, translation-related genes were recently found to differentiate dormant and nondormant seeds (Dekkers et al., 2016a, 2016b; Wilhelmsson et al., 2019), to be upregulated during seed imbibition (Bai et al., 2017) and affected during dormancy cycling (Buijs et al., 2020). As a result, it has been suggested that the upregulation of translation-related genes is an early hallmark of germination (Buijs et al., 2020). The importance of this set of genes for SD induction and recovery is corroborated by their strong enrichment among the globally co-regulated gene Group 1 (germination-associated). In contrast, Group 2 is mostly composed of genes characteristic of dry seeds.

We took advantage of the two identified antagonistically behaving gene groups to infer the position of seeds on the transcriptomic gradient of germination competence (Figure 4). It is important to stress that the absolute value of transcriptomic germination competence does not determine if the seed will become dormant or not. Seeds from the 1-h time point all have low transcriptomic germination competence but germinate when transferred to permissive conditions because they lost primary dormancy. This shows that germination competence describes the current transcriptomic state of the seed. As a result, when different time points are compared, it allows for estimation of the proximity of the seed population to germination (Figure 6). Importantly, we observe relative differences of these values inside each time point tested, which suggests it allows for the identification of seeds leaning to germination or dormancy in any seed pool. Therefore, we hypothesize that transcriptomic germination competence may directly or indirectly reflect the relative position of individual seeds along with sensitivity thresholds distribution in the population as proposed in PBT models (Bradford, 2018).

This hypothesis was supported by an analysis of the mutant in the *DOG1* gene, which has been described as a key regulator of seed dormancy in Arabidopsis and a gene under strong evolutionary selection (Bentsink et al., 2006). We observed a similarity of *dog1-4* mutant signature with transcriptomic germination competence as well as a clear shift of the *dog1-4* mutant seeds along this gradient (Figure 5). Both observations support the interpretation of the heterogeneity among wild-type seeds as a difference in germination capability. Moreover, the fact that *dog1-4* seeds align with this gradient reinforces the view that DOG1 controls seed features that naturally vary among seeds, as suggested by a recent quantitative trait locus analysis (Abley et al., 2021).

Finally, a meta-analysis of publicly available microarray data from a set of mutants, ecotypes, and biological treatments (Bassel et al., 2011; Dekkers et al., 2016a, 2016b) has previously identified seed-specific co-expressed gene clusters, and two of these clusters also show the potential to separate single seeds along a single gradient (Supplemental Figure S9, G and H). To sum up, our results show that the use of single-seed RNA-seq reveals continuous gradients of gene expression, underpinning nonbinary variability between individual seeds.

### Seed variability

Seed variability is a natural phenomenon that forms the basis of a bet-hedging strategy allowing diversification of the response to the external environment (Mitchell et al., 2016). It underlies the survival of seeds in an unpredictable natural environment, allows dispersal, the persistence of soil seed banks (Footitt et al., 2020), seed heteromorphy (Lenser et al., 2016), and many other seed related processes. Except for a study on individual seedlings’ variability during the diurnal cycle (Cortijo et al., 2019), few studies have addressed the organismal-level transcriptional variability in plants. However, more work was performed on the level of single cells, including the pioneering work showing cell size-dependent variability of *FLOWERING LOCUS C* (a key flowering time regulator) expression in root cells (Ietswaart et al., 2017). Recent advances in single-cell RNA sequencing have allowed in-depth cataloging of cell types and suggested variability between them (Picard et al., 2021). In agreement, live imaging of transcription in plants (Alamos et al., 2021; Hani et al., 2021) has shown considerable heterogeneity even between cells of the same type. Similarly, condensate formation on the level of single-seed cells was proposed to contribute to bet-hedging phenomena (Dorone et al., 2021). However, it is unclear how the single-cell variability can be integrated among the cells to result in organism-level responses.

Our method was designed to examine gene expression variability among Arabidopsis seeds. Applying this strategy to the analysis of the SD induction time course led us to propose specific sources of seed variability at studied time points that overlay on initial seed pool heterogeneity. These include a difference in the rate of water uptake (1 h), competition between imbibition induced germination and stress conditions inhibiting it (1 day), response to stress (3, 5, and 7 days), seed recovery, and the start of the germination (7 days + 24 h). Interestingly, seed variability decreases in 3- and 5-day time points to reach a minimum in 7 days, but still exceeds the pool-split control (Figures 3 and 6—Model). The highest variability may be observed for the 7 days +24 h time point. In our experiment, we observed that up to 50% of seeds germinate despite 7 days of SD induction (Figure 1). In contrast to this binary outcome, we observe a continuous transcriptomic gradient among the 7 days + 24-h time point Col-0 seeds (Figure 5). A partially overlapping gradient is also observed for *dog1-4* mutant seeds, for which we showed almost 100% germination (Figure 1B). These observations imply that 24-h time point is too early to establish a clear binary transcriptomic outcome of treatment. It also suggests a continuous distribution of germination competence in the seed population that is shifted upon SD induction. This conclusion is in agreement with different percentages of seeds germinating when exposed to varying temperatures during the recovery phase (Supplemental Figure S1).

All these results may also be interpreted in the frame of PBT models in which the speed of germination is proportional to the distance to the sensitivity threshold. We expect that the clear cutoff between seeds would be evident only after a period in which all seeds whose sensitivity thresholds were achieved will start the germination process. According to PBT models, germination of an individual recovering seed is an on/off decision that results from the underlying continuous distribution of sensitivity thresholds. Our data suggest that sensitivity thresholds may be reflected by the continuous transcriptomic gradient of germination competence that could be at least partially preserved during strong and prolonged stress conditions. This ability to maintain heterogeneity in their competence to germinate may be a key feature of soil seed banks where despite the repeated cycles of dormancy induction and release, not all of the seeds commit to germination during vegetation seasons (Warr et al., 1994; Evans et al., 2007). The direction of a causative link between sensitivity thresholds, germination competence and observed gene expression patterns is difficult to determine due to reciprocal influence on each other. However, future experiments using our single-seed RNA-seq method together with mutant analysis can help to solve that problem.

### Establishment of germination status

It has been suggested that pools of freshly harvested (dormant) and after ripened (nondormant) seeds can be transcriptionally distinguished only during seed imbibition and not in the dry state (Dekkers et al., 2016a, 2016b). We expected that processes underlying the regulation of germination would be more evident in the imbibed than dry seeds. Our experiment was designed to observe gradual changes in seed transcriptomic profiles leading to binary germinating/nongerminating phenotypes of seeds after SD induction treatment. Persistent stress conditions reduced seeds heterogeneity during the treatment, and strong transcriptomic gradients appeared only during seed recovery, which can be interpreted in different ways. In terms of PBT models, it is a question about the exact moment when sensitivity thresholds are established and when they start to affect the seed’s physiology.

Seeds sensitivity thresholds may be established during SD induction, but our method fails to capture it. Perhaps this failure is due to the depth of sequencing or because thresholds are based on the differential accumulation of metabolites or oxidation state changes that do not immediately affect mRNA levels. So that means that thresholds would be set during dormancy induction but revealed at the transcriptional level only during the recovery stage. Alternatively, differential sensitivity is set upon stress alleviation (Figure 6—Model). This is supported by the fact that seed germination competence is strongly increased in all seeds during recovery, albeit to a varying degree. It means that even seeds leaning toward dormancy modify their transcriptomes during recovery. The establishment of sensitivity thresholds and resulting germination competence may be assisted by several different quality checkpoints needed to estimate the seed’s physiological state after stress conditions ended. The nature of these checkpoints is not yet clear, but it has been suggested that DNA damage status is one of the important aspects controlled during seed imbibition (Waterworth et al., 2016). We favor the possibility that while stress treatment affects the span of variability between individual seeds, the probability of single-seed germination is also influenced by earlier and later events (Figure 6—Model). It is even possible that the likelihood of germination may be affected at the stage of seed development and primary dormancy establishment (Auge et al., 2015). In that interpretation, seed relative position along the pattern of transcriptional germination competence is maintained throughout the SD induction time course.

## Conclusions

Here, we demonstrate a method for analysis of hundreds of single Arabidopsis seed transcriptomes which could boost studies of organismal variability and bet-hedging phenomenon. It could also find application in the analysis of early events in plant life like seed maturation and germination. We used single-seed RNA-seq for assaying gene expression changes and differences between single seeds upon SD induction. Our results show that several co-expressed gene groups create specific patterns during the SD induction time course. Translation-related transcripts are the most prominent of these gene groups, and our data suggest that they are important markers of seed germination competence that reflect the distribution of sensitivity thresholds of PBT models (Bradford, 2018). Notably, their expression also shows a decrease in seed heterogeneity during the time-course of the treatment and its increase in germination-promoting conditions. Our observation suggests that seed transcriptomic variability may persist in strong stress conditions allowing for the re-establishment of phenotypic diversity upon recovery.

Seeds form the basis of agriculture as well as a vital component of plant survival in nature. Heterogeneity among seeds is a well-known phenomenon with numerous ecological, physiological, and theoretical studies addressing its importance (Bradford and Trewavas, 1994; Mitchell et al., 2016; Bradford, 2018). Our single-seed RNA-seq method is able to reveal hidden variability in uniform seed pools and may be used to provide the molecular basis of seed biology.

## Materials and methods

Col-0, *dog1-4* (Bentsink et al., 2006), and *nced2/5/6/9* (Chauffour et al., 2019) seeds were used. To obtain seeds for experiments, Arabidopsis (*A.thaliana*) plants were grown in a greenhouse in a long-day photoperiod at 22°C. Seeds combined from two plants were used as a single biological replicate. For SD induction, dry seed pools (stored for at least 6 months) were tested for residual primary dormancy, and seeds were later sown on plates with water-soaked blue paper. Plates were sealed with parafilm and incubated in the dark at 30°C for 1, 3, 5, or 7 days (as indicated in figures and text). Seed recovery and germination tests were performed by placing plates in constant light at 22°C (or other indicated temperatures). Seed stratification was performed for 2 days at 4°C.

For single-seed RNA-seq, 16 seeds were sparsely placed on a cooled microscopic glass slide and crushed using another slide. An aliquot of 2 µL of cold water was quickly added to each seed debris on both slides. The matching two parts of each seed debris were mixed with water by pipetting and combined. An aliquot of 3 µL of seed extract was transferred to the PCR tube on ice. For pool and split control, all seed extracts were combined into a single tube, mixed, and split into 3 µL aliquots. After all seeds were processed, 2 µL of digestion buffer (10-mM Tris–HCl pH 8.0, 1% Triton X-100 (v/v), 1% Tween-20 (v/v), 0.5-mM EDTA, 1.3 mg/mL proteinase K), and 1 µL of 10-mM barcoded oligo(dT) primer (Supplemental Table S2) were added and mixed. Samples were incubated for 10 min at 65°C and 1 min at 85°C and placed on ice. Digested extracts were mixed with 4 µL of reverse transcription mix (2-mM dNTPs, 2× SuperScriptIII reaction buffer, 10 mM DTT, 50 U of SuperScriptIII, 10 U of RiboLock), incubated for 30 min at 42°C, 15 min at 70°C, and placed on ice. About 32 cDNAs obtained using different barcoded oligo(dT) primers (Supplemental Table S2) were pooled together, purified with Ampure beads (1.5× beads to sample volumes), and eluted in 17 µL of water. An aliquot of 15 µL of recovered cDNA pool was mixed by pipetting with 15 µL of second-strand synthesis mix (2× NEBNext Second Strand Synthesis (dNTP-free) Reaction Buffer (NEB, Ipswich, MA, USA), 1 U RNaseH (NEB), 1 U *Escherichiacoli* DNA ligase I (NEB), 5 U *E. coli* DNA polymerase (NEB), 30 µM dNTPs) and incubated overnight at 16°C. Reactions were purified with AMPure XP beads (Beckman Coulter, Indianapolis, IN, USA) (1.2× beads to sample volumes) and eluted in 4 µL of water. Tn5 enzyme was obtained as in Hennig et al. (2018), loaded with B duplex and diluted 5 times. An aliquot of 3 µL of recovered dsDNA sample was used for tagmentation using 3 µL diluted Tn5 enzyme and 6-µL freshly prepared 2× buffer (20-mM Tris–HCl pH 7.5, 20-mM MgCl_2_, 50% dimethylformamide (DMF). Reactions were mixed by pipetting and incubated for 7 min at 55°C followed by 5 min at 80°C. Water was added up to 30 µL, samples were purified with Ampure beads (1.2× beads to sample volumes) and eluted with 11 µL of water. Illumina indexing PCR was performed using 10 µL tagmented DNA in 50 µL reactions with Q5 2× PCR Master Mix (NEB) and 0.5-µM final concentration of primers. To avoid PCR over-cycling, we estimated the number of cycles as in Buenrostro et al. (2015). Libraries were sequenced on Illumina NextSeq 500 system using the paired-end mode to obtain 21 nt R1 (containing barcode and UMI) and 55 nt R2 (containing mRNA sequence).

After quality control using fastqc, reads R1 and R2 were processed separately. In our oligo(dT) primers, two parts of UMI are split by a barcode sequence (BC), that is why we transformed read R1 fastq file using awk command: *awk ‘NR%2==1 {print $0} NR%2==0 {print substr($1,16,5) substr($1,1,15)}’*. Read R2 was trimmed to remove potential contamination with poly(A) tail using BRBseqTools (version 1.6) Trim (Alpern et al., 2019) and parameters *-polyA 10 -minLength 30*. R2 reads were mapped using STAR (version 2.7.8a; Dobin et al., 2013) to TAIR 10 genome version and Araport11 genome annotation with parameters *–sjdbOverhang 54 –outSAMtype BAM SortedByCoordinate –outFilterMultimapNmax 1*. Finally, the count matrix for each seed and each gene was obtained using BRBseqTools (version 1.6) CreateDGEMatrix (Alpern et al., 2019) with parameters *-p UB -UMI 14 -s yes*, using Araport11 genome annotation and a list of barcodes. Count matrixes from different libraries were combined and used for further analysis using the Seurat R package (Hafemeister and Satija, 2019; Hao et al., 2021).

For transcriptomic analysis of dry seed pools of Col-0 and *dog1-4*, RNA from three biological replicas was isolated using a standard protocol (Meng and Feldman, 2010). RNA was treated with Turbo DNase (ThermoFisher, Waltham, MA, USA), and 500 ng of it was used in reverse transcription using 50-mM different barcoded oligo(dT) primers and SuperScript III. About 0.25 of each reaction was pooled, and the library was prepared and sequenced exactly as above. Read R1 was transformed as above and read R2 was processed as follows. Information about UMI was put to read R2 name using umi_tools (version 1.1.0) extract (Smith et al., 2016) with parameter –bc-pattern=NNNNNNNNNNNNNNCCCCCC. Then fastq file for read R2 was divided into separate fastq files for each replica using BRBseqTools (version 1.6) Demultiplex with parameters -p UB -UMI 14. Each file was then trimmed and mapped as for single-seed libraries. Finally, mapped reads were deduplicated using umi_tools (version 1.1.0) dedup (Smith et al., 2016) with parameter—spliced-is-unique. Counts quantified for genes of Araport11 genome annotation using htseq-count (version 0.11.3; Anders et al., 2015) were used for differential gene expression analysis using the DESeq2 R package (Love et al., 2014). Scripts for generation of figures for the manuscript are available at Github https://github.com/mk1859/single_seed.

### Accession numbers

The datasets generated and analyzed during the current study are available in the GEO repository under accession number GSE185033.

## Supplemental data 

The following materials are available in the online version of this article.

**Supplemental Figure S1.** Sensitivity of seeds after different time points of dark and high-temperature treatment (0, 1 day, 3 days, and 7 days) to varying temperatures during recovery.

**Supplemental Figure S2.** Quality controls for single-seed RNA-seq of SD induction time course.

**Supplemental Figure S3.** Properties of PCA map of SD induction time-course experiment.

**Supplemental Figure S4.** Seeds show the highest transcriptome variability at the recovery time point and lowest at the final time point of stress treatment.

**Supplemental Figure S5.** Single-seed RNA-seq expression profiles for selected genes important for seed biology and hormonal germination regulation.

**Supplemental Figure S6.** Maps of remaining globally co-expressed gene groups.

**Supplemental Figure S7.** Differential gene expression between Col-0 and *dog1-4* after ripened dry seeds.

**Supplemental Figure S8.** Quality controls of single-seed RNA-seq for SD induction in Col-0 and *dog1-4* mutant seeds.

**Supplemental Figure S9.** Gene expression signatures allow aligning *dog1-4* mutant seeds according to germination competence.

**Supplemental Table S1.** The variance of gene expression signatures among seeds from different time points.

**Supplemental Table S2.** Primers used for single-seed RNA-seq.

**Supplemental Data Set 1.** Results of the single-seed RNA-seq time-course experiment.

**Supplemental Data Set 2.** Results of the RNA-seq for *dog1-4* and Col-0 seed pools and *dog1-4* and Col-0 single-seed RNA-seq experiment.

## Supplementary Material

kiac265_Supplementary_Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

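Expression was measured by sequencing the 3′ ends of polyadenylated RNA in 3 experiments. The time course covered single Col-0 seeds after 1 h of imbibition, after 1, 3, 5 and 7 days of dormancy induction and after 7 days followed by 24 h of recovery, with 3 libraries of 32 seeds each, and 3 pool-split control libraries, in which extracts of 7-day seeds were mixed and divided again. The dog1 experiment covered single seeds of Col-0 and dog1-4 after 3 days and after 7 days + 24 h, with 3 libraries per genotype and time point. The third experiment compared 3 pools of dry seeds of each genotype. The labels name the genotype, the time point and a replicate number for every library or pool, and samples were grouped by these labels alone. Libraries of the time course are batches of seeds from a shared seed pool, and the pools of dry seeds are biological replicates. In the dog1 experiment Col-0 and dog1-4 seeds come from different plants. The labels do not name the seed pools behind its libraries. If the libraries of a genotype share a pool, the tests cannot separate genotype from seed pool.

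The authors trimmed poly(A) tails, mapped reads with STAR to TAIR10 with the Araport11 annotation, kept unique mappings and counted UMIs per gene and seed on the sense strand with BRB-seqTools. For dry seeds the authors removed duplicates with umi_tools and counted with htseq-count. All deposited values are counts, without normalization and without a filter on seeds or genes, which was checked on the values: they are whole numbers, the totals differ between seeds, and seeds and genes with few counts are listed. Of 37184 genes listed in the time course, 36899 matched a locus of the TAIR10.1 annotation and 27432 were nuclear protein-coding genes. UMIs on these genes are called genic here, and all other UMIs unspecific.

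Seeds with at least 5000 genic UMIs were kept, as were genes with a mean of at least 1 UMI over all kept seeds of the experiment and a Pearson correlation of at most 0.300 between their counts and the unspecific UMIs of the seeds. This left 665 seeds and 8075 genes in the time course and 382 seeds and 673 genes in the dog1 experiment. Another form of this filter, on the gene's log share of a seed's UMIs against the unspecific fraction with the highest r within any condition, is called the share-based filter below. It was found by comparing many forms of the filter with the gene lists of the paper, after the files had been seen and before any result under it was computed, so the closeness of its gene numbers to those lists is no evidence for it, and it was used as an alternative only.

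The depth of the kept seeds of a library, summed over genic UMIs, lay between 731262 and 3131285 in the time course and between 1736693 and 4989465 in the dog1 experiment, and the dry pools held 842731 to 3400324 counts. A gene at the limit of 1 UMI per seed has a sampling SD as large as its mean in a single seed, so changes between conditions were tested on library sums. A group whose libraries are all at or under 3 counts was treated as at the floor, and folds against it are given as lower bounds.

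For tests between conditions, counts were summed over the kept seeds of a library, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with all groups of an experiment in 1 fit and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and a log2 fold change beyond 1 were called. The time points were compared in sequence and by an F-test over all 6, and dog1-4 with Col-0 at each time point and by the interaction of genotype and time point. For the dry pools genes were kept by filterByExpr and no minimum fold change was set. Standard errors of log2 fold changes are the size of the change over the square root of F. The replicate numbers in the labels give the pairing of libraries used where the replicate number is a block. The strength of this pairing was measured as the mean correlation between the deviations of libraries from their condition mean. Because deviations cancel within a condition, the value for libraries with different numbers follows largely from that for the same number. Fisher's exact test (two-sided) was used for gene lists. Translation genes are the 434 genes whose product names a ribosomal protein or a translation initiation or elongation factor.

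Single-seed values were normalized with sctransform 0.4.2 with the log10 number of unspecific UMIs as a covariate, and the library as a second covariate in the fits within time points. The fit over all seeds had no library term. In the fit of the dog1 experiment without the limit on the correlation, the covariate was left out for 1 gene. Within a time point, genes with a mean of at least 1 UMI per seed were analysed. Highly variable genes had a residual variance over 4. Co-expressed groups are highly connected subgraphs of at least 10 genes in the graph of gene pairs with a Spearman rho over 0.500, found with igraph 2.1.4 and tested on simulated data. Principal components were computed on the centred residuals. Module scores follow AddModuleScore of Seurat 5.3.0 on log corrected counts, with control genes of similar expression. The composite score of a seed is the mean residual of the paper's Group 1 genes less that of its Group 2 genes. Genes following the composite score were counted from a random split of each seed's UMIs, with the gene from one part and the score from the other and values centred within libraries, and were tested on simulated seeds with and without a hidden gradient. DESeq2 1.42.0, Matrix 1.6.5, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used as well, limma 3.58.1 as a part of edgeR.

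Differences in scores between libraries were tested by exact permutation, two-sided, where 3 libraries against 3 cannot give a p under 0.1 and 3 pairs cannot give one under 0.25. Relations across seeds were tested with 100000 permutations, within time points. The genes named in the text are those the paper names in its Results whose symbol is paired with an identifier in a table given with the data or the paper, and for each edgeR comparison the 2 genes with the highest and the 2 with the lowest fitted log2 fold change among the called genes whose CPM values in the libraries of one group all lie above those of the other.

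The alternatives tried were other tests (DESeq2, and a Wilcoxon rank sum test over seeds), other size factors, other seed and gene filters, the replicate number as a block, equal depth of 5000 UMIs per seed, each replicate left out in turn, no covariates, and other limits for variable and co-expressed genes. The differential expression between sub-pools of seeds was not repeated, because sub-pools defined by expression are then tested on the same values. Enrichment of terms other than translation, and the germination tests, are not analysed here. The nearest neighbours on the map of all seeds and the groups over all seeds were added after the data had been seen.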

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

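The comparison of the interaction with other splits of the libraries was chosen only after the number of genes had been seen. The effect of dog1-4 differed between 3 days and 7 days + 24 h, tested as an interaction of genotype and time point, for 49 of 673 genes (19 higher and 30 lower at 7 days + 24 h relative to 3 days), which is what drew attention to it, since the paper reports the time points side by side without a test of the difference. Genotypes were exchanged between same-numbered libraries within each time point, which gives 16 splits that part as many same-numbered pairs as the real one. Of these, 3 gave as many genes, the real one included: 49, 61 and 121 genes. Both of the other splits left the genotypes at 7 days + 24 h as they are and exchanged them at 3 days between the third or the first libraries, so the genotype difference of 7 days + 24 h is still part of what they measure, and the same holds for the splits parting fewer pairs that reached this number (71 and 50 genes). The 12 splits that part as many pairs and exchange genotypes at 7 days + 24 h gave at most 2 genes, but they also break up the genotype difference at that time point. Without the limit on the correlation with unspecific UMIs the interaction called 449 genes (88 higher and 361 lower), and the same exchanges of the third or the first libraries gave 1506 and 1368. The exchange of the second libraries at 3 days, which also keeps the genotypes at 7 days + 24 h, went the other way. It gave 7 genes with the limit and 100 without it. Without the second library of each group the interaction called 0 genes, with 57 at an unadjusted p under 0.05, against 2 without the first and 72 without the third. With the replicate number as a block it called 73. At equal depth of 5000 UMIs per seed it called 13, with fewer UMIs in each seed. The deposited values are counts without normalization, so a normalization by the authors is not an explanation, and the median unspecific share lay between 12.0% and 13.5% in the 4 groups. Neither kind of split tests the interaction free of a genotype difference, and 16 splits cannot give a share under 0.05, so the splits leave open whether the difference is biological or comes from single libraries, on which the number of genes depends.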

How the results depend on the processing

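The alternatives were chosen before the data were examined, except the share-based filter, the shift of dog1-4 seeds without the limit on the correlation, the pairs of libraries for scores, and the nearest neighbours and groups over all seeds with their settings, which were chosen after the values had been seen. The share-based filter was found by comparing forms of the filter with the gene lists of the paper. In the first single-seed fits the unspecific covariate had no effect. This was found after results had been seen, and it was mended before any value of the mended fits was seen. The earlier values are those given without the unspecific covariate. For each result that changed, the cause was not tested unless a value is given for it.

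The steps from 1 h to 1 day, from 1 to 3 days and from 7 days to 7 days + 24 h stayed within 1.5 times their number of called genes (2153, 1352 and 1467) with DESeq2, with RLE size factors, with the replicate number as a block, with only the 2 groups compared in the fit, without a seed minimum, at equal depth and without any 1 replicate, and so did the step from 5 to 7 days (926) except at equal depth. With filterByExpr in place of the mean of 1 UMI per seed the numbers were 5131, 4671, 4867 and 2515 for the 4 larger steps, and 363 for dog1-4 at 7 days + 24 h in place of 125. With the Wilcoxon test over seeds they were 652 from 1 h to 1 day, 88 from 1 to 3 days, 101 from 5 to 7 days and 71 for dog1-4 at 7 days + 24 h. Without the limit on the correlation with unspecific UMIs they were 2055 from 1 to 3 days, 1571 from 5 to 7 days, 111 and 1105 for dog1-4 at 3 days and 7 days + 24 h, and 449 for the interaction. At equal depth they were 14 from 3 to 5 days, 562 from 5 to 7 days, 6 and 29 for dog1-4, and 13 for the interaction. Under the share-based filter they were 769 from 1 to 3 days, 9 from 3 to 5 days, 348 from 5 to 7 days, 84 and 587 for dog1-4, and 102 for the interaction.

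From 3 to 5 days the number of called genes (5) was also 11 with DESeq2, 17 with the replicate number as a block and 0 with only the 2 groups compared in the fit (492 at an unadjusted p under 0.05), and it ran from 0 to 5 across the 3 fits that each left out one replicate (415 at an unadjusted p under 0.05 where it was 0). For dog1-4 at 3 days (26) it was 56 with DESeq2 and 1 with only the 2 groups compared in the fit, which gave 193 at 7 days + 24 h. The fits that each left out one replicate gave from 0 to 24 genes at 3 days, from 0 to 185 at 7 days + 24 h and from 0 to 72 for the interaction, and the 0 in each case came without the second library (138, 151 and 57 at an unadjusted p under 0.05). Whether genes pass the adjusted threshold therefore depends on the second libraries. This does not show that the differences themselves rest on these libraries.

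In the dry pools 510 of 957 genes also had a log2 fold change beyond 1, the fits that each left out one pool called from 598 to 860, and DESeq2, RLE size factors and the removal of the low-count filter stayed within 1.5 times. With the replicate number as a block 754 genes were called, where the pairing of same-numbered pools was negative (-0.0950). The value for other numbers (0.0477) follows largely from it and is no separate baseline. The share of genes called higher moved by more than 10 percentage points at equal depth from 1 to 3 days (450 higher and 504 lower in place of 784 higher and 568 lower), from 3 to 5 days (1 higher and 13 lower in place of 2 higher and 3 lower), from 5 to 7 days (149 higher and 413 lower in place of 96 higher and 830 lower), for dog1-4 at 3 days (2 higher and 4 lower in place of 16 higher and 10 lower) and 7 days + 24 h (10 higher and 19 lower in place of 56 higher and 69 lower) and for the interaction (3 higher and 10 lower in place of 19 higher and 30 lower). It also moved that far with DESeq2 from 3 to 5 days (1 higher and 10 lower) and for dog1-4 at 3 days (43 higher and 13 lower), and with RLE size factors for the interaction (20 higher and 19 lower). Given as higher/lower, it also moved that far without the limit on the correlation from 1 h to 1 day (1134/1649) and for the interaction (88/361), with filterByExpr from 1 to 3 days (3288/1383), from 3 to 5 days (1/5), from 5 to 7 days (1010/3857), for dog1-4 at 7 days + 24 h (103/260) and for the interaction (8/32), under the share-based filter from 1 to 3 days (329/440) and for dog1-4 at 3 days (62/22). It did so with the Wilcoxon test over seeds from 1 to 3 days (66/22), from 3 to 5 days (0/4), from 7 days to 7 days + 24 h (824/169), for dog1-4 at 3 days (22/7) and for dog1-4 at 7 days + 24 h (52/19), with the replicate number as a block from 3 to 5 days (9/8) and for dog1-4 at 3 days (16/16), with only the 2 groups compared for dog1-4 at 3 days (0/1) and for dog1-4 at 7 days + 24 h (117/76). It did so without replicate 1 from 3 to 5 days (1/4), for dog1-4 at 3 days (5/8) and for the interaction (1/1), without replicate 3 for dog1-4 at 7 days + 24 h (110/75) and for the interaction (38/34).

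The number of genes kept in the dog1 experiment (673) was 11012 without the limit on the correlation, 339 with a limit of 0.2, 1366 with a limit of 0.4 and 8893 under the share-based filter, and it changed by less than a factor of 1.5 with other seed minimums, as did the genes of the time course under each filter tried. The numbers of seeds kept, the share of translation genes among the genes that change most, the relations of genic with unspecific UMIs and the shifts of dog1-4 seeds kept their direction and their side of the threshold under the alternatives tried. For the shifts and scores the exact tests cannot pass a threshold of 0.05 with 3 libraries, so this concerns their direction alone, and pairs of libraries cannot move their means. Group 1 has a single gene under the limit on the correlation in the dog1 experiment, and no value is given on it.

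From 5 to 7 days the score of Group 1 differed by -0.426, but by 0.0313 without the unspecific covariate (exact permutation test, p = 0.7) and by 0.318 as the log2 ratio of the percent of UMIs (p = 0.1). The score of the translation genes differed by -0.246, but by 0.0364 (exact permutation test, p = 0.3) and 0.253 (p = 0.1) under the same settings. The sign of both changes at this step therefore depends on how unspecific UMIs enter. The score of Group 2 differed by 0.0583 from 1 to 3 days and by -0.0635 as the log2 ratio of the percent of UMIs (exact permutation test, p = 0.6). Across the fits that each left out one replicate this change ran from -0.0294 to 0.103, that of Group 1 from 3 to 5 days from -4.52e-04 to 0.192 and that of the translation genes at the same step from -0.0109 to 0.102. The other changes of these scores kept their direction under each alternative. The relation of the dog1-4 signature with Group 2 at 3 days fell to -0.103 without shared genes (permutation test, p = 0.31, with p from 0.0056 to 0.31 over its alternatives), where rho was -0.419 (permutation test, p = 6e-05) and the mean of r within single libraries -0.518, and the other relations of the signature stayed past the threshold.

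The depth limits the single-seed measures most. At equal depth 316 to 698 genes per time point remained, with 5, 1, 3, 2, 0 and 1 highly variable genes from 1 h to 7 days + 24 h and 0 in the pool-split control. Genes following the composite score were then 0, 1, 0, 2, 0 and 9, and co-expressed genes 0 at 1 day, 0 at 3 days, 0 at 7 days and 0 at 7 days + 24 h. The share of variance on the first component was then 12.3, 5.32, 12.3, 6.43, 6.53 and 10.9% from 1 h to 7 days + 24 h and 2.38% in the control, so that 7 days + 24 h, highest at full depth (15.0%), was no longer highest and 5 and 7 days were nearly equal. The difference from the control in the spread of the composite score was 0.0444 at 1 day (adjusted p = 0.192, permutation test over seeds, and from 1e-05, the smallest possible, to 0.192 over its alternatives) and 0.0253 at 7 days (adjusted p = 0.6, and from 1e-05 to 0.6), and the SD in the control rose to 0.278. With sampling noise removed the SD of the score was 0.507 at 1 h, 0.659 at 1 day, 0.368 at 5 days and 0.0758 in the control, while at 3 days, 7 days and 7 days + 24 h it moved by less than the SD between libraries. The spread passed the test at the other 4 time points at equal depth, and at all 6 under each other alternative.

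Under the share-based filter, highly variable genes numbered 9 at 1 h, 5 at 5 days and 0 in the control, co-expressed genes 59 at 1 day and 0 at 7 days, genes following the score 13 at 5 days and 7 at 7 days, and the first component held 5.97% at 1 h and 1.58% in the control. With a residual variance over 2 the numbers of variable genes were 63, 166, 85, 50, 177 and 305, and 17 in the control. Among genes with at least 5 UMIs per seed they were 9 at 1 h, 15 at 3 days, 5 at 5 days and 1 in the control. Connected components held 162, 659, 235, 108, 103 and 1346 genes. With a rho over 0.4 co-expressed genes were 37 at 1 h, 31 at 5 days and 47 at 7 days, and with a rho over 0.6 60 at 1 day, 16 at 3 days, 0 at 7 days and 113 at 7 days + 24 h. The limit of 0.4 was not run at 7 days + 24 h, nor the groups over all seeds of the dog1 experiment, for their size. With a rho beyond 0.4, genes following the score were 27, 206, 53, 54, 26 and 519, and 2 in the control. Without the library covariate 21 genes were co-expressed at 3 days, and the other counts of variable, co-expressed and gradient genes stayed within 1.5 times.

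Across the fits that each left out one replicate, co-expressed genes ran from 11 to 31 at 1 h, from 58 to 85 at 1 day, from 0 to 96 at 3 days, from 0 to 21 at 5 days, from 0 to 27 at 7 days and from 107 to 323 at 7 days + 24 h. Genes following the score ran from 7 to 11 at 1 h, from 19 to 46 at 3 days, from 19 to 49 at 5 days, from 3 to 15 at 7 days and from 113 to 339 at 7 days + 24 h, and highly variable genes from 8 to 36 at 3 days and from 3 to 10 at 7 days. The share on the first component ran from 5.51 to 6.25% at 1 h, from 4.86 to 5.14% at 5 days and from 2.35 to 2.40% in the control. At time points where libraries differ more it ran from 4.21 to 8.22% at 3 days, from 6.55 to 10.3% at 7 days and from 8.40 to 18.5% at 7 days + 24 h, where the lowest came without replicate 1 (main value 15.0%), so the height of this share depends on the first library. Of 990 refits of 79 log2 fold changes of named genes, 873 kept their direction and side of the threshold, 117 no longer passed it and 0 reversed, which concerned 39 of these changes.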

Differences from the paper's values

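The limit on the correlation with unspecific UMIs left 673 genes in the dog1 experiment against 9110 in the paper. Of the alternatives set before the data were examined, the removal of this limit (11012 genes) came within a factor of 1.5, while other seed minimums (634 to 673) and limits of 0.2 (339) and 0.4 (1366) did not. The share-based filter, chosen after seeing the values, left 8893. Between dog1-4 and Col-0 at 7 days + 24 h 125 genes were called against the paper's 233. With only the 2 groups compared in the fit (193) and without replicate 3 (185) the gap closed. DESeq2 (141), RLE size factors (126), the replicate block (151), no seed minimum (120), no limit on the correlation (1105), equal depth (29), filterByExpr (363), the Wilcoxon test over seeds (71) and leaving out replicate 1 (84) or 2 (0, with 151 at an unadjusted p under 0.05) did not close it. Without the limit, 202 of the paper's 233 genes at 7 days + 24 h and 21 of its 27 at 3 days were called.

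In the dry pools 459 genes were called higher in dog1-4 against the paper's 290. DESeq2, the tool the paper names (284), the replicate block (349), a log2 fold change beyond 1 (260) and each fit that left out one pool (284 to 415) closed the gap, and RLE size factors (443) and no low-count filter (663) did not. Of the paper's 662 genes, 640 were called.

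For sequential time points the paper, whose supplement lists genes from a Wilcoxon test over seeds, has 692 genes from 1 h to 1 day, 297 from 1 to 3 days, 50 from 5 to 7 days and 576 from 7 days to 7 days + 24 h, against 2153, 1352, 926 and 1467 here. The Wilcoxon test over seeds closed the gap at the first of these steps (652) and not at the others (88, 101 and 993), and none of the other alternatives set before the data were examined closed it at any of the 4. Of the paper's genes, 684, 242, 47 and 440 were called here.

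The paper lists 8 highly variable genes at 5 days, against 14 here. Leaving out replicate 2 (11) or 3 (12) closed this gap, and leaving out replicate 1 (14), equal depth (2), no library covariate (15), a residual variance over 2 (50) and a minimum of 5 UMIs per seed (5) did not. Of the highly variable genes, 43 were in co-expressed groups against the paper's 84, and the second group over all seeds had 58 genes against the paper's 123; no alternative was set for either. Over all seeds pooled, the dog1-4 signature correlated with Group 1 at r = 0.901 against the paper's 0.92, and with Group 2 at -0.855 against -0.89. With the gene list of the paper (0.893 and -0.873) neither gap closed, and nor did it without shared genes (0.878 and -0.817). The share-based filter, chosen after seeing the values, reached the value for Group 1 (0.923) and not that for Group 2 (-0.849).

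The paper describes a negative relation between genic and unspecific UMIs, whereas within every time point the relation here was positive (r = 0.341 at 1 h to 0.758 at 7 days + 24 h), and it was negative over library medians (r = -0.453). With all seeds pooled it was only weakly negative (r = -0.0978, rho = -0.0641). The paper places the lowest variability among seeds at 7 days. Here the SD of the composite score was 1.038 at 7 days (libraries 1.37, 0.312 and 1.44) against 0.494 at 5 days, and under none of the settings run was it lowest at 7 days, although with such libraries 5 and 7 days cannot be ranked by it, and the mean absolute deviation from library medians was lowest there at equal depth (0.252). Genes with a residual variance over 4 were fewest at 7 days here too (6, and 0 at equal depth), but with a limit of 2 there were 177, more than at any time point but 7 days + 24 h (305), and they were fewest at 5 days (50). Genes following the score were as few at 7 days as at 1 h (4 at each). The share of variance on the first component was 7.52% at 7 days against 4.31% at 5 days, where the paper sees a more even spread over components at both. The paper puts the lowest variance of highly variable genes at 5 and 7 days, but here the highest variance was 11.1 at 5 days and 10.9 at 3 days, and 5 and 7 days were lowest without the library covariate, at equal depth and without each replicate in turn. The paper sets its threshold above every pool-split gene, while here 6 pool-split genes passed it, the highest at 9.30; none passed at equal depth (0) and under the share-based filter (0), which was chosen after seeing the values.

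The paper reports more co-expressed groups at 1 day and at 7 days + 24 h than the 3 and 2 found here, and none at 7 days, where 1 was found here. Its number at 7 days + 24 h was reached without the library covariate and without replicate 1 (3 groups each), and no group formed at 7 days at equal depth, without replicate 1 or 3, or under the share-based filter, which was chosen after seeing the values. With a rho over 0.6 at least 3 groups formed at 7 days + 24 h and none at 7 days. The paper places DOG1, RDO5 and SOM in a group at 7 days + 24 h. Here none of the 3 was in such a group, and with connected components RDO5 and SOM belonged to the single component of 1346 genes, while DOG1 was in no group under any setting run. Among other genes the paper names as clustered, MFT (7 days + 24 h) and OLEO1 (3 days) were in groups, HSFA9, AGL67 and CRA1 only in connected components, ABF1 only without the library covariate at 7 days + 24 h, and ABCF1 in none. The paper counts PYL4 among genes with a residual variance over 4, and here its value at 7 days + 24 h was 3.085, and 3.69 without replicate 1, its highest. GAI and XERICO, which the paper lists above 2, had 1.99 and 1.88 at 7 days + 24 h, with GAI above 2 without the library covariate (2.0902, and 2.132 at 7 days), without replicate 2 (2.47) or 3 (2.014) and under the share-based filter, which was chosen after seeing the values (2.052), and XERICO above it without replicate 2 (2.003). The paper lists EIN3 among genes that change between sequential time points, but it was called at none here (log2 fold change of 0.63 from 5 to 7 days and -0.95 from 7 days to 7 days + 24 h), except with filterByExpr from 5 to 7 days (1.044) and without replicate 3 from 7 days to 7 days + 24 h (-1.02). The paper describes the genes that DOG1 regulates as rising gradually from 3 to 5 days, whereas the dog1-4 signature was -0.25 ± 0.03 at 3 days and -0.24 ± 0.03 at 5 days (mean over libraries ± SD, n = 3).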

Other observations

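The comparisons with other splits of the libraries were chosen only after the results had been seen, and so was the weighing of the first component at 7 days + 24 h, described below. Each comparison of 3 libraries with 3 has 4 splits that part all 3 same-numbered pairs. At each of the 5 steps of the time course, for dog1-4 at 3 days and at 7 days + 24 h, and for the dry pools, 1 of these 4 splits, the real one, gave as many genes. With 4 splits this share cannot be lower, so it cannot tell a difference between conditions from the way libraries fall into groups. Of the 9 other splits, those that part a single pair included, 0 gave any called gene from 1 h to 1 day (real 2153), from 1 to 3 days (1352), from 5 to 7 days (926), from 7 days to 7 days + 24 h (1467), for dog1-4 at 3 days (26) and 7 days + 24 h (125) and for the dry pools (957). Every other split puts libraries of both conditions into each group, where a difference between the conditions widens the spread within groups and lowers the count, so these zeros do not measure how many calls arise by chance. At an unadjusted p under 0.05 the real splits gave 4634, 3880, 3378, 4508, 239, 313 and 2015 genes and the other splits at most 620, 796, 618, 361, 240, 19 and 424, in the same order. For dog1-4 at 3 days another split thus gave about as many as the real one by this count, though not by called genes, and without the limit on the correlation the numbers were 2260 and 2252, with 111 called genes in the real split and at most 3 in the others. From 3 to 5 days one of the other splits gave 8 called genes against 5, and at an unadjusted p under 0.05 the numbers were 689 in the real split and up to 1075 in the others. The few calls at this step therefore cannot be told apart from a regrouping of libraries. Over the 6 time points 1 of 100 splits, the real one, gave as many genes as the 6879 called, and the highest of the others gave 2660.

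The dog1-4 pools of dry seeds were deeper than the Col-0 pools, and with every pool thinned to the lowest total, 682 genes were called in place of 957, 637 of them shared, with 44.6% against 47.96% higher in dog1-4, so the difference in depth alone does not account for the calls. The genes called lower from 5 to 7 days had a median rho of 0.309 with the unspecific fraction among 5-day seeds, against 0.00336 for other genes, a difference of 0.306, and of 0.294 against lists of matched expression. The excess of lower calls at this step may therefore come from the fall of unspecific signal, and no reading of it as a change in the seeds is given. From 1 to 3 days, where the median unspecific share rose from 20.8% to 69.1%, this relation was not measured.

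Depth differs between the time points and the pool-split control. At equal depth 5 of the 5 time points with more highly variable genes than the control still had more, but the control then had 0, so that 1 gene was enough and the comparison says little about depth. The spread of the composite score at equal depth was wider than in the control at 4 of 6 time points by the permutation test over seeds, not at 1 day (adjusted p = 0.192) and 7 days (adjusted p = 0.6). With the library as the unit, the SD lay above the highest control library in 3 of 3 libraries at 1 day (exact permutation test, p = 0.1, the smallest possible) and in 2 of 3 at 5 days (exact permutation test, p = 0.2) and 7 days (exact permutation test, p = 0.4). Which of the measures of spread decides this was not fixed beforehand. After the seeds were permuted, 0 genes passed the limit for following the composite score in any condition, against up to 236 as measured. With the library as a covariate the share of the first component at 7 days + 24 h fell by 0.582 percentage points, against an SD of 11.5 between libraries. The rule written beforehand would count so small a fall against differences between libraries, but with so large an SD the test could hardly have come out otherwise and cannot tell, which was decided after the value had been seen. The spread is present inside single libraries, whose SD of the score was 2.259, 1.062 and 1.031 at 7 days + 24 h against at most 0.177 in the control, so differences between libraries do not produce it, although its size depends on the library.

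The third library of dog1-4 seeds at 3 days differs from the first and second by a chi-square per degree of freedom of 24.7 and 19.4, against 3.79 between the first and second, and the next highest value among pairs of libraries or pools of a condition was 13.5. MT3 and AT4G16190, called between the genotypes at 3 days, had 336 ± 567 and 237 ± 373 CPM in dog1-4 (mean ± SD, n = 3), with an SD above the mean. The median unspecific share was 53.6% in the pool-split control, made from 7-day seeds, and 28.1% at 7 days. No biological explanation was tested for these 3 observations.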
